# Light-induced injury in mouse embryos revealed by single-cell RNA sequencing

**DOI:** 10.1186/s40659-019-0256-1

**Published:** 2019-08-29

**Authors:** Bo Lv, Chaojie Liu, Yu Chen, Lingbin Qi, Lu Wang, Yazhong Ji, Zhigang Xue

**Keywords:** Light exposure, Light-induced response, In vitro culture, Single-cell RNA-seq

## Abstract

**Background:**

Light exposure is a common stress factor in in vitro manipulation of embryos in the reproductive center. Many studies have shown the deleterious effects of high-intensity light exposure in different animal embryos. However, no transcriptomic studies have explored the light-induced injury and response in preimplantation embryos.

**Results:**

Here, we adopt different time-courses and illumination intensities to treat mouse embryos at the 2-cell stage and evaluate their effects on blastulation. Meanwhile, single-cell transcriptomes from the 2-cell to blastocyst stage were analyzed after high-intensity light exposure. These data show that cells at each embryonic stage can be categorized into different light conditions. Further analyses of differentially expressed genes and GO terms revealed the light-induced injury as well as the potential repair response after high-intensity lighting. Maternal-to-zygote transition is also affected by the failure to remove maternal RNAs and deactivate zygotic genome expression.

**Conclusion:**

Our work revealed an integrated response to high-intensity lighting, involving morphological changes, long-lasting injury effects, and intracellular damage repair mechanisms.

## Background

An assisted reproduction technology (ART) procedure usually implies the exposure of embryos to visible light during embryo inspection and transportation. Since the in vivo environment of embryos is much darker than that in vitro, the exposure to light is an unnatural stress factor for embryos in in vitro fertilization (IVF) procedures [1]. This light exposure during embryo manipulation is harmful for embryo viability, as it directly induces many stress-related metabolic processes or activates reactions that lead to embryo apoptosis e.g., the generation of intracytoplasmic reactive oxygen species [2]. Previous studies have shown that high-intensity light or a long exposure time to lighting is detrimental to embryos [3–5]. However, the whole-transcriptomic changes that take place after lighting are unclear.

Mouse embryos are often considered the model for improving ART programs as a replacement for human embryos since the preimplantation progress in different mammalian embryos is similar in many ways [5–7]. In this study, we investigated the effects of different illumination intensities and exposure time-courses on preimplantation mouse embryos and further explored the transcriptomic changes under detrimental lighting through single-cell RNA sequencing.

## Results

### Effects of exposure time and light intensity on preimplantation embryos

Time control under lighting is an important factor that influences embryos’ viability in IVF centers [3]. We sought to determine the length of exposure to light for mouse preimplantation embryos. Six exposure durations from 0 to 6 h were chosen to treat embryos under the light intensity of 3000 lx. A significant decrease in the number of embryos that developed into blastocysts (20% ± 4%) was detected after 6 h exposure to light compared with that in the 0 h group (52% ± 4%) (Fig. 1a).

**Fig. 1:**
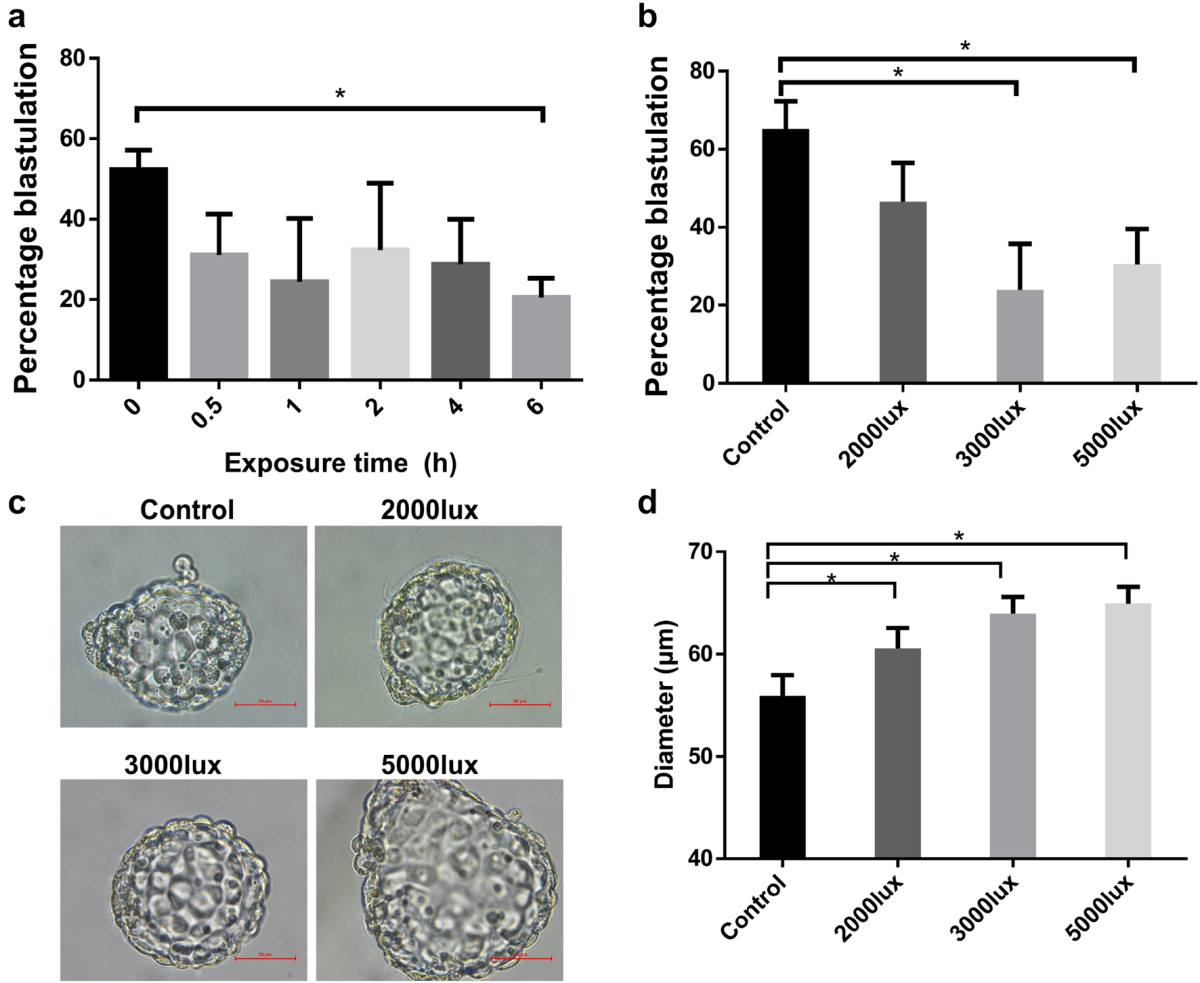
Effects of exposure time and light intensity on blastulation and morphology. **a** Blastulation percentages in different exposure time groups (total 227, 102, 98, 103, 104, and 118 embryos at the 2-cell stage after 0 h, 0.5 h, 1 h, 2 h, 4 h, and 6 h, respectively). **b** Blastulation percentages in different illumination intensity groups (total 332, 131, 152, and 191 embryos at the 2-cell stage under control, 2000 lx, 3000 lx, and 5000 lx exposure, respectively). **c** Representative images of blastocyst morphology after light exposure, scale bars = 50 μm. **d** Diameters of blastocysts after light exposure (67, 34, 47, and 52 blastocysts under control, 2000 lx, 3000 lx, and 5000 lx exposure, respectively). *p < 0.05, biological replicates ≥ 3, mean ± SE

The light intensity is often reported in lux, and we sought to explore the effect of different light intensities on preimplantation embryos. We set three different illumination intensities (2000 lx, 3000 lx and 5000 lx) and one control group (0 lx). In the control group, the blastulation rate was 65% ± 7%, while it was significantly lower (23% ± 11% and 30% ± 9%) in the high-illumination-intensity groups (3000 lx and 5000 lx, respectively) (Fig. 1b). Intriguingly, the morphology of blastocysts after high intensity treatment was also quite different from that in the control group (Fig. 1c). Compared with the control group (55 µm), the blastocysts after light treatment (60–64 µm) were larger (Fig. 1d). Taken together, these results indicate that high light intensity might cause severe damage to preimplantation embryos and that the long exposure time was deleterious to embryonic quality.

### Single-cell transcriptome profiling of preimplantation embryos after light exposure

To gain insight into the response to lighting in preimplantation embryos, a total of 67 single cells of embryos from the 2-cell stage to the blastocyst stage were harvested (Fig. 2a). 

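RNA of 67 libraries made by SMART-seq2 was sequenced, 34 of the light group and 33 of the control group. The light group had been exposed to 5000 lx for 6 h at the 2-cell stage and then cultured in the dark. The labels number the embryo in each group, and each library was taken as 1 replicate. There were 7 control and 6 light libraries at the 2-cell stage, 6 and 8 at the 4-cell stage, and 4 and 8 at the 8-cell stage. Morulae gave 13 control and 6 light libraries, and blastocysts 3 and 6. The deposited table holds 26414 genes. Its values are signals made by the authors by dividing the reads on each gene by a size factor of the library, without division by transcript length. Whole numbers of reads were recovered from them for at least 99.95% of the values of each library, within 0.01 reads. The value that sets the size factor was that of CT010467.1 in 38 libraries, Gm42418 in 22 and Slc6a6 in 7.
Total reads per library lay between 836011 and 8551674. In the control group the medians were 3652273 (2758067 to 8151790) at the 2-cell stage and 3722463.5 (2892981 to 6536063) at the 4-cell stage. They were 4020174.5 (1967508 to 5907128) at the 8-cell stage, 4632053 (3373581 to 6281954) in morulae and 4913651 (4383153 to 8172450) in blastocysts. In the light group they were 3370506.5 (836011 to 6978460) at the 2-cell and 4379765 (952397 to 7072597) at the 4-cell stage. The later light stages had 4943440.5 (2347909 to 8551674), 2959019.5 (1824496 to 5765627) and 6491772.5 (4879218 to 7759200) in 8-cell embryos, morulae and blastocysts. CT010467.1 and Gm42418, which overlap on chromosome 17 of GRCm38 between 39846353 and 39848827, held 54.0% to 89.3% of the reads of a library. The annotation lists CT010467.1 as rRNA. All other genes shared the remaining reads, which sets the precision of their values. Reads from amplified cDNA without molecular identifiers are not independent molecules, so read numbers cover counting error only.
The number of independent embryos is uncertain. Y-linked genes reached 10 CPM, counted over the reads outside CT010467.1 and Gm42418, in 3 control libraries at the 2-cell stage and 4 at the 4-cell stage, and in 0 of the 20 control libraries from the 8-cell stage on. In the light group they did so in 2 libraries at the 2-cell, 8 at the 4-cell and 3 at the 8-cell stage, 1 morula and 6 blastocyst libraries. From the 4-cell stage on, 160 of 188 pairs of libraries within a group lay both at or above or both under this level. Shuffling this status among the 54 libraries gave a median of 94 and at most 145 such pairs (one-sided permutation test, p = 1e-05, the smallest that 100000 permutations give). Shuffling it within each stage gave a median of 143 (p = 0.00339). The tests of light against control take each library as independent, and their p-values are too small if the libraries of a group came from few embryos.

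**Figure D1:**
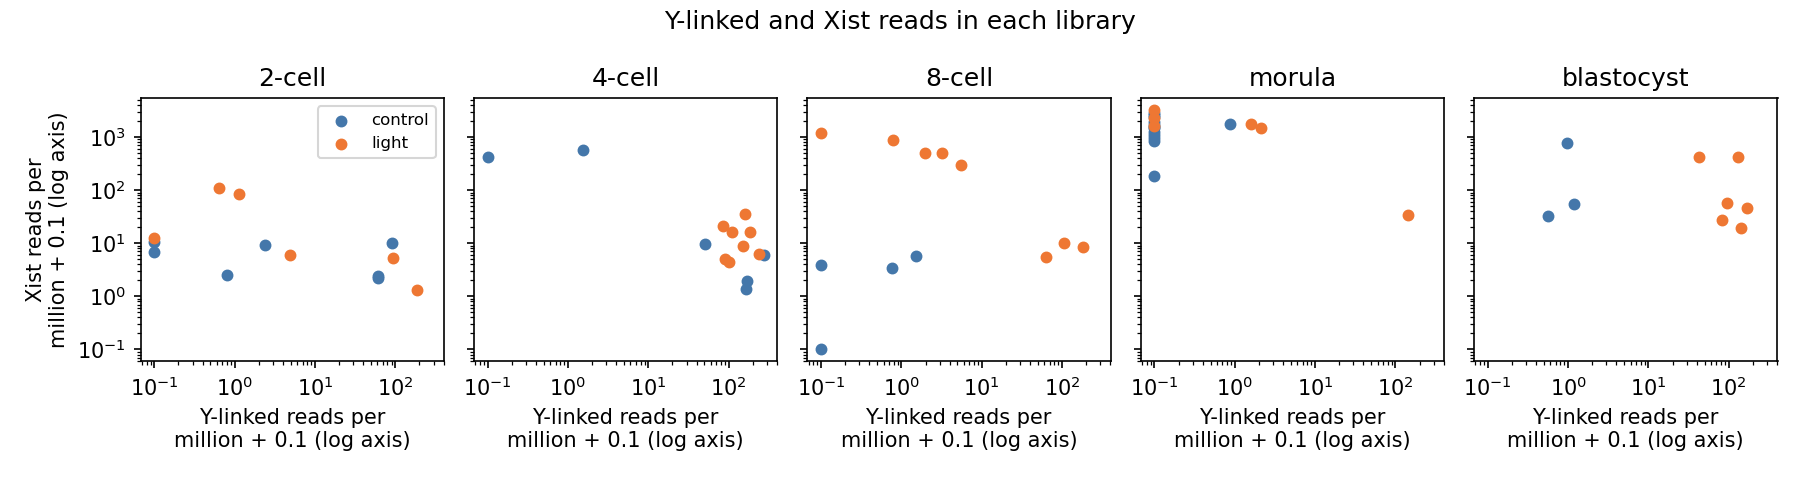
CPM of Y-linked genes (horizontal axis) and of Xist (vertical axis) over the reads outside CT010467.1 and Gm42418 for each of the 67 libraries, both with 0.1 added and on log axes, by stage. Blue points are control and orange points light libraries; no control library from the 8-cell stage on lies above 10 on the horizontal axis, while the 6 light blastocyst libraries all do.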

Principal component analysis (PCA) and unsupervised hierarchal clustering analyses revealed that cells of different preimplantation stages formed distinct clusters (Fig. 2b, c). 

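Distances between libraries were computed on log2 of the deposited value plus 1 over the 22564 genes with a value above 1 in at least 3 libraries. The 5 stages accounted for 42.4% of the squared distance between the libraries (permutation test, p = 1e-05, the smallest that 100000 permutations give). The alternative that moved this share most, the 2000 most variable genes, gave 65.2%. The first principal component held 29.2% of the variance and the second 10.4%. Average linkage clustering on the 2000 most variable genes, divided into 5 clusters, had an adjusted Rand index of 0.608 with the stages. In these clusters 52 libraries lay with the stage that held most of their cluster and 15 did not. These 15 were the light 8-cell libraries, which lay with the 4-cell stage, the light morulae, which lay with the blastocysts, and control morula 21. The control 8-cell libraries and the other control morulae formed clusters of their own, apart from the light libraries of their stage. The library with the highest correlation was of the same stage for 59 libraries and of another stage for 8.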

Further analysis of PCA and heatmap data from individual stages showed differential gene expression between the control group and the light group (Fig. 3 and Additional file 1: Figure S1). 

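Within each stage, the share of the squared distance between libraries that lay between the light and the control group was tested over every regrouping of the libraries (exact permutation test). At the 2-cell stage it was 19.1% (p = 0.000583, 1716 regroupings) and at the 8-cell stage 22.7% (p = 0.00202, 495 regroupings). Morulae gave 9.66% (p = 3.69e-05, the smallest of 27132 regroupings), and blastocysts 28.1% (p = 0.0119, the smallest that 84 regroupings give). At the 4-cell stage, control library 3 lay with the light libraries: its median correlation was 0.844 with them and 0.788 with the other control libraries. Without it the share was 17.5% (exact p = 0.000777), and with all 6 control libraries 14.5% (exact p = 0.000333). The first and second components of the 4-cell libraries held 22.1% and 15.8% of the variance without this library, and 20.6% and 15.1% with it. In the other stages the first component held 22.8%, 23.5%, 10.9% and 31.6% of the variance at the 2-cell, 8-cell, morula and blastocyst stage and separated light from control without overlap. It did not do so at the 4-cell stage. These p-values take the libraries as independent. The ratio of reads on Gm42418 to CT010467.1 also differed between light and control before the blastocyst stage. Its means were 1.65 ± 0.0697 (SD, n = 6) and 3.00 ± 0.668 (SD, n = 7) at the 2-cell stage (exact permutation test, p = 0.00117), so that a difference between library batches and the effect of light cannot be told apart in that comparison.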

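Light and control libraries of each stage were compared by limma on log2 of the deposited value plus 1, for genes with a value above 1 in at least 3 libraries. Genes with an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change of at least 2 were called. There were 1943 DEGs among 18510 genes tested in 2-cell embryos. At the 4-cell stage the number was 772 without control library 3 and 218 of 14995 with all 6 control libraries. The 8-cell stage gave 1273 of 13844 genes, the morula 179 of 15201 and the blastocyst 679 of 12728. Of the alternatives with a test and without a block, a Wilcoxon test per gene moved the first of these numbers most, to 909. The groups did not overlap for 689 of the genes called at the 2-cell stage, 49 at the 4-cell, 591 at the 8-cell, 63 in morulae and 591 in blastocysts. Over all genes tested, called or not, the groups did not overlap for 4.15%, 0.560%, 5.61%, 0.553% and 12.5% in these stages. Chance gives groups without overlap for 0.117%, 0.0666%, 0.404%, 0.00737% and 2.38% of the genes tested. In blastocysts the number of DEGs, with or without overlap, was 84 without control library 2 against 679 with it. In simulated data with 200 genes changed 4-fold, the same test recovered 60.5% of them at the group sizes of the 2-cell and the 4-cell stage, 54% at the 8-cell, 39% at the morula and 45.5% at the blastocyst stage. The simulated libraries were independent and did not carry the deposited size factors, and genes with few reads were not among those changed. Recovery in the real data may therefore differ.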

Using the criteria of FDR < 0.05 and fold change ≥ 2, 8517, 4759, 6315, 5828, and 4608 differentially expressed genes (DEGs) were found in the light group compared to the control group from the 2-cell, 4-cell, 8-cell, morula and blastocyst stages, respectively. Among these genes, 4324, 2498, 3616, 2925, 672 were upregulated and 4193, 2261, 2699, 2903, and 3936 genes were downregulated from the 2-cell stage to the blastocyst stage, respectively (Additional file 1: Table S1).

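In the light group 1024 genes were higher and 919 lower at the 2-cell stage, and 818 and 455 at the 8-cell stage. At the 4-cell stage 388 were higher and 384 lower without control library 3, against 168 and 50 with it. Morulae had 54 higher and 125 lower genes, and blastocysts 45 and 634. The split between higher and lower genes changed with the scaling of the libraries at 4 of the 5 stages. In blastocysts 93.4% of the DEGs were lower in light on the deposited scale, 56.7% after division by the median ratio to the geometric mean library and 43.5% after quantile normalization. The median log2 fold change of all blastocyst genes was -0.64 on the deposited scale and -0.12 with the median ratio. At the 8-cell stage the share of lower genes was 35.7%, 50.7% and 48.0% in the same order, and in morulae 69.8%, 49.5% and 70.2%. On the recovered reads DESeq2 was run with the deposited size factors, so it is not a separate scaling, while edgeR computed its own. There edgeR's quasi-likelihood test gave 48.3% and DESeq2 32.8% at the 8-cell stage, and 41.5% and 91.0% in morulae. The 2 tests gave 64.9% and 93.4% in blastocysts and 51.2% and 51.5% at the 2-cell stage. At the 4-cell stage the share of lower genes was 22.9%, 22.9% and 33.3% under the 3 scalings, and 61.1% by edgeR and 52.1% by DESeq2. In 2-cell embryos it stayed between 45.6% and 50.5% under these 3 scalings.

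**Figure D2:**
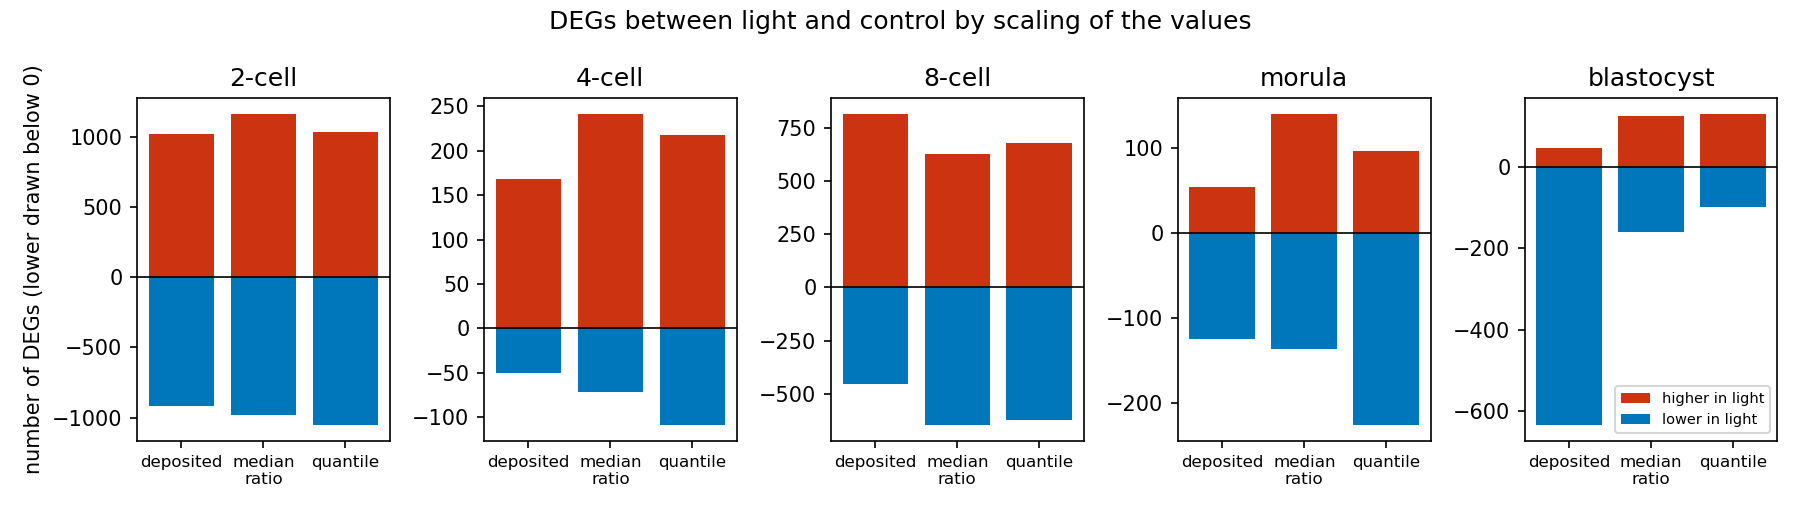
Number of DEGs higher (red, above 0) and lower (blue, drawn below 0) in light at each stage, with the deposited scaling, the median ratio and quantile normalization; each panel has its own vertical axis. In blastocysts the 634 lower genes of the deposited scaling stand beside 161 with the median ratio and 100 with quantile normalization.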

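The genes with the largest changes among those whose groups did not overlap are given with limma's log2 fold change, its standard error and the adjusted p. In 4-cell embryos Sap30 (chromosome 8, 57482707 to 57487860 of GRCm38) had 97.7 ± 28.5 (SD, n = 8) in light and 7.56 ± 7.49 (SD, n = 6) in control, a log2 fold change of 4.10 (0.58, adjusted p = 0.00167 from limma). Gcm1 rose by 4.19 (0.77, adjusted p = 0.0122 from limma). Plekhg6 and Dirc2 fell by 2.55 and 1.70 (adjusted p = 0.04 and 0.0287 from limma), and these calls were lost without any of 11 and any of 5 libraries. At the 8-cell stage Csrp1 (chromosome 1, 135720061 to 135752232) had 148.6 ± 54.7 (SD, n = 8) in light and 2.73 ± 4.87 (SD, n = 4) in control, a log2 fold change of 6.03 (0.55, adjusted p = 4.68e-07 from limma). Scd3 fell by 6.51 (0.81, adjusted p = 2.36e-05 from limma), with 9.16 ± 11.8 in light and 499.4 ± 234.1 in control. Gsto1 rose by 5.83 and Chit1 fell by 6.31. In morulae Fam221b (chromosome 4, 43659622 to 43669145), which overlaps Tmem8b, fell from 24.8 ± 11.6 (SD, n = 13) to 1.86 ± 1.62 (SD, n = 6), a log2 fold change of -3.32 (0.56, adjusted p = 0.00139 from limma). Zfp472 and Dapk3 rose by 2.71 and 2.65. Both calls were lost without light library 3, 6 or 12, that of Zfp472 also without 9 and that of Dapk3 also without 5. The mitochondrial tRNA gene mt-Te fell by 2.75, a call lost without light library 12. In blastocysts Epas1 (chromosome 17, 86753700 to 86833410) had 254.3 ± 93.5 (SD, n = 6) in light and 2.86 ± 2.55 (SD, n = 3) in control, a log2 fold change of 6.16 (0.48, adjusted p = 8.45e-08 from limma). Peg10 rose by 5.80. Spp1 fell by 6.65 and could not be tested without any 1 of the control libraries, since too few values above 1 were left. Upp1 fell by 4.90, a call lost without control library 2.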

**Fig. 2:**
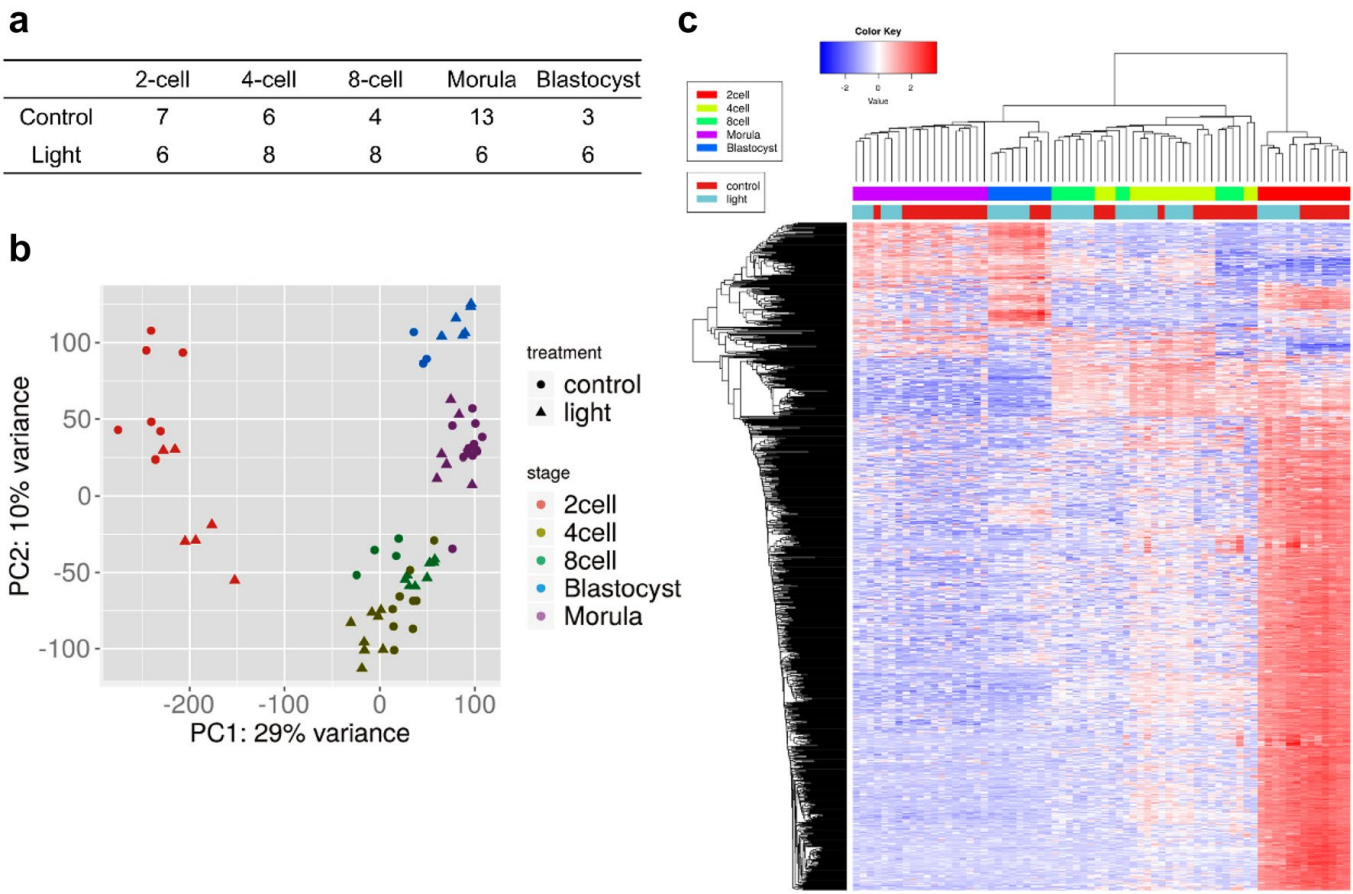
Single-cell RNA-seq transcriptome profiling of preimplantation embryos after light exposure. **a** Number of cells at each embryonic stage (2-cell to blastocyst) retained after quality filtering. **b** Two-dimensional PCA representation of single-cell transcriptomes. **c** Hierarchical clustering of highly viable genes across all cells

**Fig. 3:**
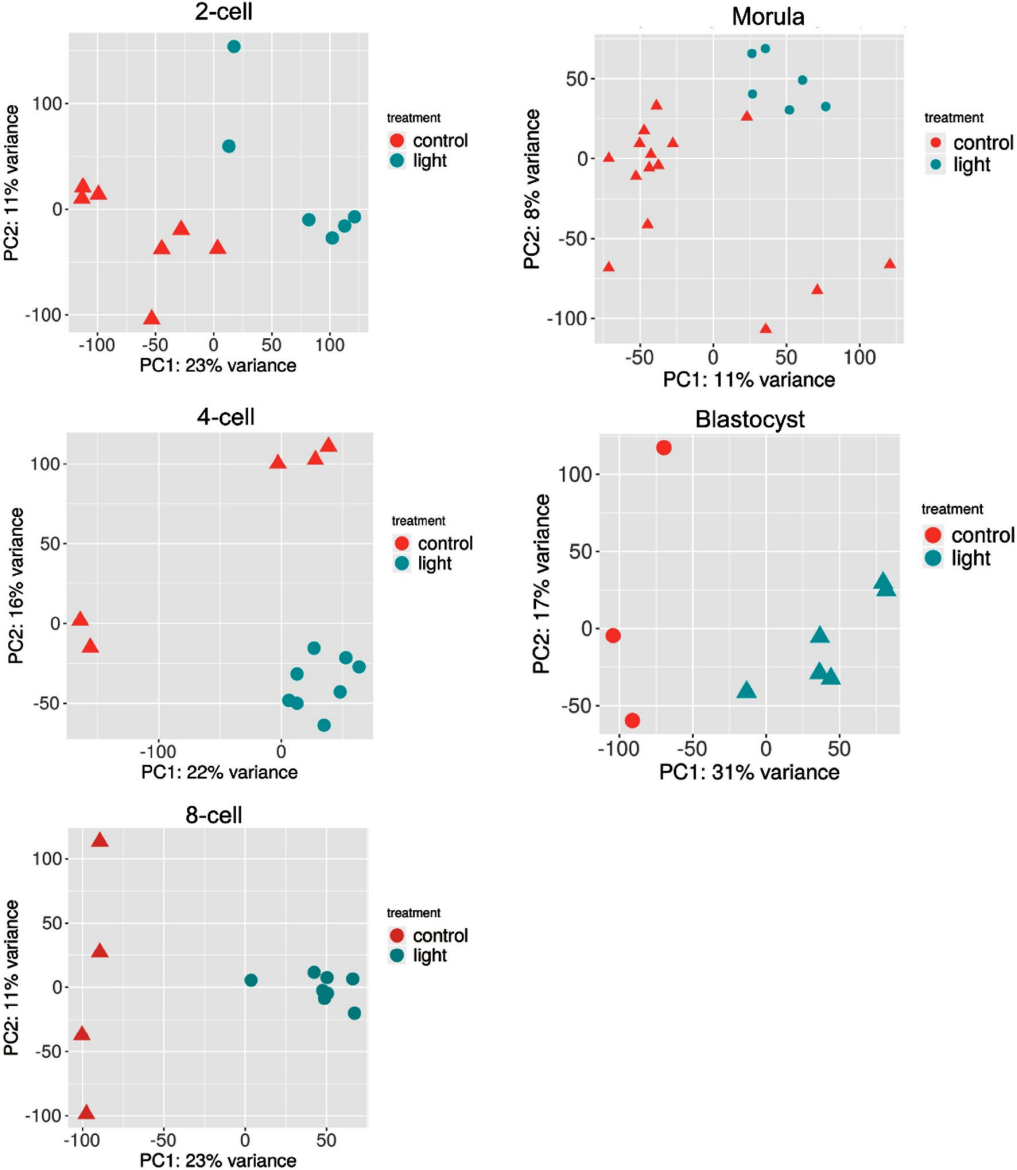
Two-dimensional PCA representation of single-cell transcriptomes at each embryonic stage

### Lasting light-induced response in preimplantation embryos

To further elucidate the mechanism underlying the response to lighting across preimplantation embryonic stages, we performed gene ontology (GO) analysis on DEGs at each stage to investigate their biological function. 

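Gene ontology terms were not used here, and a list of 386 zinc-finger genes with symbols beginning with Zfp stood in for regulation of transcription. This list, the other lists tested at each stage, Fisher's exact test and the thresholds for a DEG were fixed before the data were examined. The use of limma had been set for RPKM and was kept after the values proved to be neither RPKM nor raw counts. Each list was set against all genes tested by a one-sided Fisher's exact test, with Benjamini-Hochberg adjustment over lists and stages. Of 336 Zfp genes tested at the 2-cell stage, 32 were DEGs (9.52%, against 10.5% of the other genes). The numbers were 6 of 305 at the 4-cell stage and 22 of 272 at the 8-cell stage. They were 1 of 310 in morulae and 11 of 292 in blastocysts. The adjusted p was 1 at each stage except the 4-cell stage, where it was 0.787. As a group the Zfp genes shifted at the 4-cell stage, with a median log2 fold change of 0.55 against 0.13 for all genes. This was the 100th percentile of 10000 random lists matched on mean expression. Camera with its preset correlation called this shift (adjusted p = 0.000258), while fry (adjusted p = 0.0582) and camera with an estimated correlation (0.556) did not. At the 2-cell stage their median was at the percentile 99.35, in morulae at 99.98 and in blastocysts at 0.74. Fry called the list in morulae and in blastocysts, and camera with its preset correlation called it in morulae. Of 28 genes for subunits of RNA polymerases, 6 were DEGs at the 2-cell stage, all higher in light (adjusted p = 0.327, Fisher's exact test). The Reactome set for the generic transcription pathway held 26 DEGs of 156 genes tested at the 2-cell stage and 6 of 148 in morulae, all 6 lower in light (adjusted p = 0.0809 for both, Fisher's exact test). It held 3 of 146 at the 4-cell stage (adjusted p = 0.764), 17 of 143 at the 8-cell stage (0.468) and 13 of 142 in blastocysts, all 13 lower (0.178).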

The results showed preferential enrichment for biological processes in the regulation of transcription (DNA template) across all stages (Fig. 4a–e). Intriguingly, DEGs at the 4-cell to 8-cell stages were highly enriched in the apoptosis process (Fig. 4b, c). Moreover, the cell response to DNA damage was enriched from the 8-cell stage until blastocyst and in utero embryonic development, and substrate adhesion-dependent cell spreading was specifically enriched at the blastocyst stage (Fig. 4d, e). These results indicated a lasting light-induced response in preimplantation embryos with several differences at each stage.

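A list of 57 apoptosis genes held 2 DEGs among 47 genes tested at the 4-cell stage, both higher in light (4.26%, against 1.45% of the other genes; one-sided Fisher's exact test, adjusted p = 0.555). At the 8-cell stage it held 4 among 44, all higher in light (9.09%, against 9.20%). The adjusted p there was 1. Adjusted over the list alone, 4 genes passed at the 4-cell and 4 at the 8-cell stage. The Reactome apoptosis set held 3 DEGs among 125 genes tested at the 4-cell stage (adjusted p = 0.643, Fisher's exact test) and 19 among 119 at the 8-cell stage (adjusted p = 0.0809). At the 2-cell stage the same set held 32 among 130 (adjusted p = 7.72e-05, Fisher's exact test), while the list of apoptosis genes held 8 among 51. How many of these genes the Reactome set shares with the proteasome list, enriched at the same stage, was not counted. Of 27 p53 targets tested at the 8-cell stage 6 were DEGs, all higher in light (adjusted p = 0.214, Fisher's exact test).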

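A list of 94 genes of the response to DNA damage held 6 DEGs among 89 tested at the 8-cell stage (6.74%, against 9.21% of the other genes) and 0 among 93 in morulae, where limma called 179 genes in all. In blastocysts it held 6 among 89, all lower in light (one-sided Fisher's exact test, adjusted p = 0.861). Adjusted over the list alone, 6, 0 and 8 genes passed. For the direction of the whole list, fry gave an adjusted p of 0.0406 in morulae with the list higher in light and 0.0383 in blastocysts with it lower. Its median log2 fold change in blastocysts was -0.89, while that of all genes there was -0.64, so part of the fall was shared with all genes. The Reactome set for DNA repair held 10 DEGs among 122 genes at the 8-cell stage, 2 among 128 in morulae and 6 among 125 in blastocysts.
A list of 53 genes of cell adhesion and spreading held 8 DEGs among 41 tested in blastocysts, of which 7 were lower in light (adjusted p = 0.0194, Fisher's exact test). With quantile normalization the adjusted p was 0.0748. In the other stages the numbers of DEGs were 8 of 46 at the 2-cell, 1 of 41 at the 4-cell, 5 of 42 at the 8-cell stage and 1 of 41 in morulae, and whether the stages differ was not tested. Lamb1 (chromosome 12, 31265234 to 31329644 of GRCm38), a laminin chain, was 9.86 ± 5.51 (SD, n = 6) in light and 241.3 ± 84.7 (SD, n = 3) in control, a log2 fold change of -4.58 (standard error 0.55, adjusted p = 6.29e-05 from limma). Lama5 fell by 2.15 (adjusted p = 0.00636 from limma), and was not called without control blastocyst 2. Control blastocyst libraries 1 and 2 also differed from the light libraries in the mean of an inner cell mass list, while control library 3 lay within their range. Of 11 inner cell mass genes 6 were DEGs, all lower in light (adjusted p = 0.000223, Fisher's exact test), and of 19 trophectoderm genes 0 were. From the terms enriched at each stage, the paper concludes that the response to light lasted through preimplantation development and differed between stages.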

**Fig. 4:**
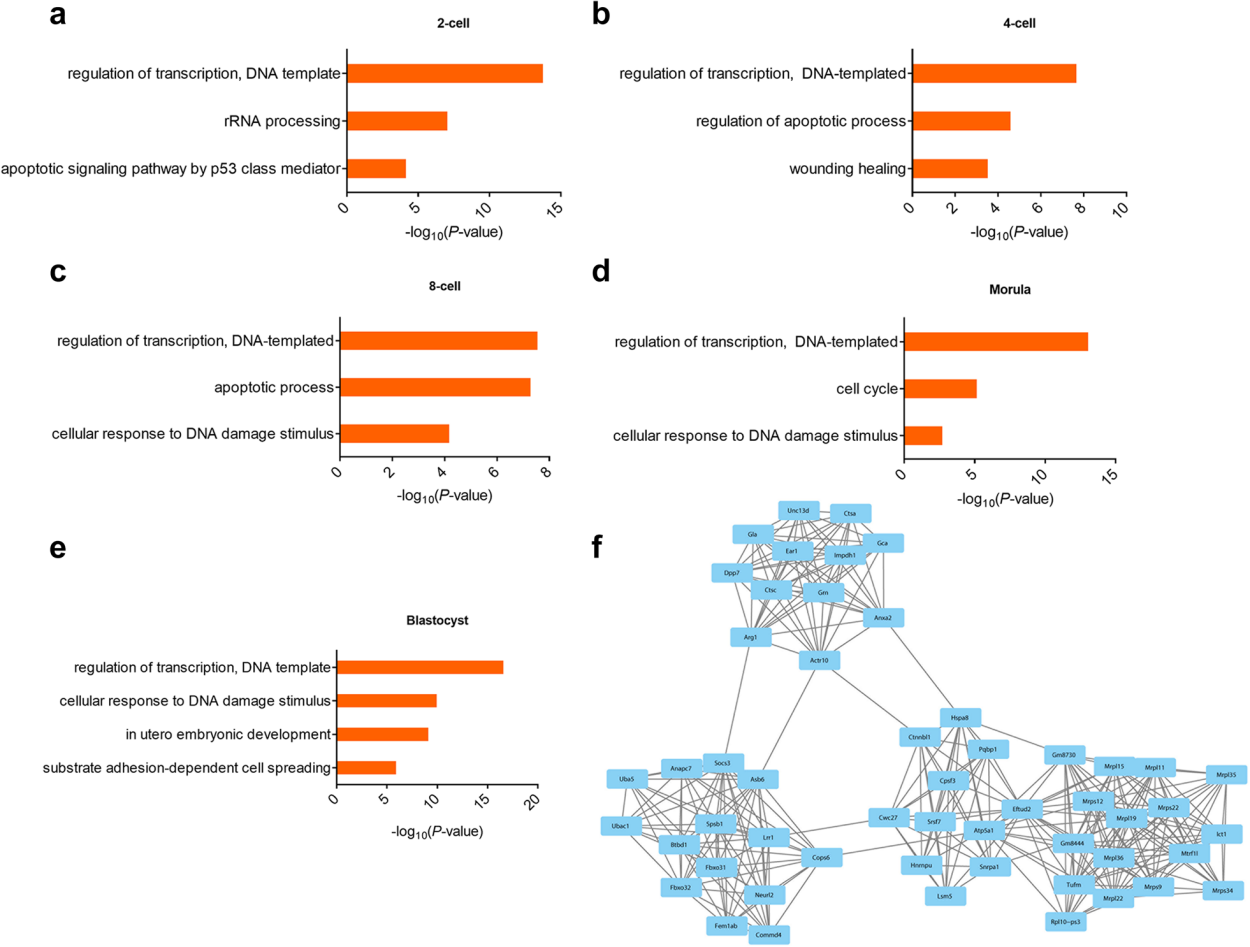
Light-induced response in preimplantation embryos. **a**–**e** GO analysis of DEGs at each embryonic stage. **f** The top module from the PPI network among upregulated DEGs at the 2-cell stage

Since embryos were exposed to light at the 2-cell stage and the number of DEGs at this stage was much higher than at other stages (Additional file 1: Table S1), we then sought to detect the immediate embryonic response after light exposure. 

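Among DEGs of the 2-cell stage with groups that did not overlap, Arg1 (chromosome 10, 24915221 to 24927484 of GRCm38) rose most, from 11.1 ± 13.7 (SD, n = 7) in control to 163.6 ± 102.6 (SD, n = 6) in light. Its log2 fold change was 4.60 (standard error 0.72, adjusted p = 0.000118 from limma). Cxadr, which overlaps Btg3, rose by 4.48. Smco4 (chromosome 9, 15493432 to 15545260) fell most, from 65.2 ± 43.8 (SD, n = 7) to 2.88 ± 4.52 (SD, n = 6), a log2 fold change of -4.46 (0.75, adjusted p = 0.000253 from limma). These 3 calls stayed with each library left out in turn. Of 42 genes of oocyte maternal RNA, 16 were DEGs and all 16 were lower in light (one-sided Fisher's exact test, adjusted p = 8.53e-05). Bcl2l10 (chromosome 9, 75347758 to 75351632) fell from 1705 ± 889.5 (SD, n = 7) to 200.8 ± 82.4 (SD, n = 6), a log2 fold change of -3.04 (0.32, adjusted p = 9.89e-07 from limma). Bmp15 fell by 2.19 (0.24).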

Based on the information in the STRING database and MCODE plug-in in Cytoscape software, a total of 893 nodes and 3091 edges were identified among all upregulated genes after light exposure. The most significant module was analyzed, including 53 genes with 328 edges (Fig. 4f). The GO enrichment analysis showed that these genes were mainly associated with mitochondrial translational termination and mRNA splicing via the spliceosome (Additional file 1: Figure S2), showing the immediate and highly-relative response at the 2-cell stage after light exposure.

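The lists were set against all genes called at the 2-cell stage, not against the module, whose full list of genes is not given in the paper's text. Of 85 genes of mitochondrial translation, 14 were DEGs and all 14 were higher in light (one-sided Fisher's exact test, adjusted p = 0.317). Their median log2 fold change was 0.76, the 100th percentile of 10000 random lists matched on mean expression, and fry gave an adjusted p of 0.0342. Of 104 genes of mRNA splicing, 25 were DEGs and 24 of these were higher (adjusted p = 0.00102, Fisher's exact test). Against matched random lists this number of DEGs was not unusual (adjusted p = 1). The Reactome sets held 13 DEGs of 81 for mitochondrial translation termination (adjusted p = 0.263) and 30 of 119 for mRNA splicing (adjusted p = 7.72e-05, both by Fisher's exact test). Larger shares were found outside these lists: 26 of 81 genes of the cytosolic ribosome were DEGs, all higher in light (adjusted p = 5.81e-06), and 16 of 47 of the proteasome, 15 of them higher (adjusted p = 0.000277). Against matched random lists the proteasome passed (adjusted p = 0.0432), and the ribosome and the oocyte maternal list did not (0.147 for both). Camera with its preset correlation called the splicing, ribosome, proteasome, mitochondrial translation and oocyte maternal lists, and also RNA polymerase, oxidative phosphorylation, base excision repair and p53 targets, all but the oocyte maternal list higher in light. Of these fry called the proteasome, mitochondrial translation, base excision repair and oocyte maternal lists, and with an estimated correlation none was called (lowest adjusted p = 0.506). In both groups 53 of 81 ribosome, 14 of 44 proteasome and 26 of 85 mitochondrial translation genes rose between the 2-cell and 4-cell stage. Genes activated in control between these stages lay 0.76 higher in light than in held-out control 2-cell libraries, and cleared genes -1.03 (median log2 difference). A position of the light libraries further along this change is therefore open as an explanation of part of the 2-cell results.
Hnrnpab (chromosome 11, 51600100 to 51606847 of GRCm38), which overlaps Phykpl, was 1681 ± 477 (SD, n = 6) in light and 357 ± 154 (SD, n = 7) in control, a log2 fold change of 2.32 (standard error 0.28, adjusted p = 7.75e-06 from limma). Srsf1 rose by 1.91 (0.31). Psma1 of the proteasome rose by 2.38 (0.49, adjusted p = 0.00159 from limma), and Psme4, a proteasome activator, fell by 1.61 (0.25, adjusted p = 0.000113 from limma). Mrpl22 (chromosome 11, 58171661 to 58179565) rose by 2.22 (0.56, adjusted p = 0.00869 from limma). Mrpl36, which overlaps Ndufs6, rose by 3.06 (0.77), with an adjusted p of 0.00924 from limma and 0.0782 from edgeR's quasi-likelihood test.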

### The interference of maternal-to-zygotic transition in embryos exposed to light

Zygote genome activation (ZGA), denoting the initiation of gene expression after fertilization is crucial for later embryonic development and the major ZGA wave in mice occurs between the 2-cell and 4-cell stages [8]. Therefore, DEGs of ZGA between light exposure and the control group were analyzed. A total of 57.0% (2853/5001) of the genes were not activated after light exposure (Fig. 5a). Instead, 1110 different genes were upregulated after light exposure, suggesting that the ZGA process was interfered with during high-intensity lighting. 

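Control 4-cell libraries were compared with control 2-cell libraries, and light with light, by the test used between light and control. In the control group 2454 of 17704 genes tested were higher at the 4-cell stage, and in the light group 1282 of 17240. The alternative with a test that moved the control number most, quantile normalization, gave 4175. Of the 2454 genes, 1554 (63.3%) were not called higher in the light group and 900 were. This share counts calls in 1 group and not in the other, which does not test the difference. Of the 1554 genes, 1488 were tested in both groups. In the light group 83.5% of them changed in the same direction and 18.1% at least 2-fold. Their median log2 change was 2.17 in control and 0.57 in light. For 177 of them (11.9%) the change differed between light and control in the interaction term of limma. Already in 2-cell embryos 369 were higher in light than in control, and at the 4-cell stage 23 were lower in light.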

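In the light group 382 genes were called higher at the 4-cell stage that were not called in the control group. Of these, 348 were tested in both groups, and 297 of them (85.3%) were also higher at the 4-cell stage in control. Their median log2 change was 1.89 in light and 0.97 in control. For 11 of the 348 genes (3.16%) the change differed between the groups in the interaction term.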

Consistent with those findings, GO analysis of the 2853 genes specifically expressed in the control group showed preferential enrichment in oxidative phosphorylation, metabolic pathways, and RNA transport (Fig. 5b), showing the dysfunction of these pathways after light exposure. 

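Among the genes higher at the 4-cell stage in the control group only, 34 of 84 genes of oxidative phosphorylation were found (40.5%, against 9.20% of the other genes; one-sided Fisher's exact test, adjusted p = 1.47e-12). The proteasome list held 19 of 44 (adjusted p = 8.12e-08), the ribosome list 24 of 81 (adjusted p = 3.28e-06), mitochondrial translation 23 of 85 (adjusted p = 2.97e-05) and RNA polymerase 8 of 27 (adjusted p = 0.028). The genes higher in both groups were enriched for some of the same lists, with 53 of 81 genes of the ribosome (adjusted p = 2.07e-44), 26 of 84 genes of oxidative phosphorylation (adjusted p = 1.48e-11), 14 of the proteasome and 26 of mitochondrial translation. No list for RNA transport was used.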

The clearance of maternal mRNAs is another important event during this maternal-to-zygotic transition (MZT) [9]. 

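In the control group 5711 genes were lower at the 4-cell than at the 2-cell stage, and in the light group 5003. Of the 5711 genes, 3810 were also called lower in the light group and 1901 (33.3%) were not. Of the 1901 genes, 1547 were tested in both groups. In light 91.6% of these changed in the same direction and 39.0% at least 2-fold, with a median log2 change of -0.87 in light and -2.31 in control. A further 1193 genes were called lower in the light group only.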

Compared to the control group, high-intensity light caused the embryos to fail to downregulate 38.1% (3226/8475) of maternal RNAs at the 4-cell stage (Fig. 5c), which might also have contributed to the low blastulation rate after light exposure.

**Fig. 5:**
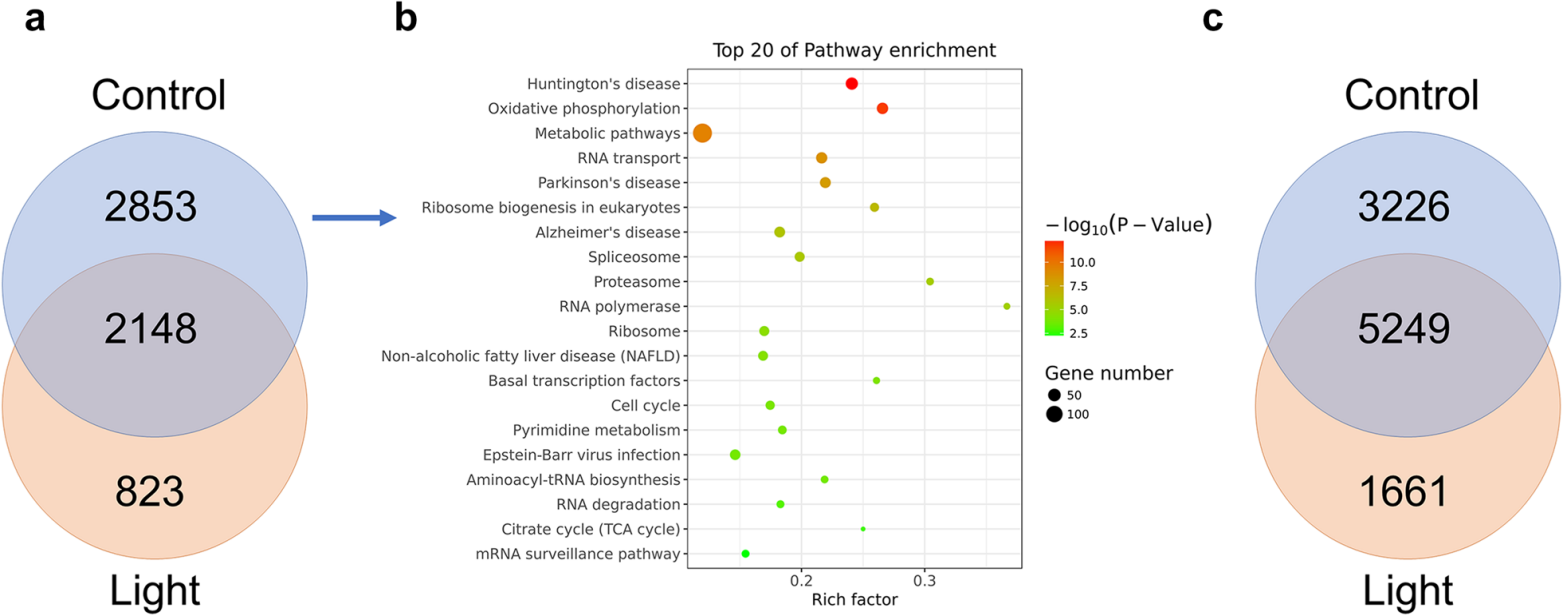
Maternal-to-zygotic transition in embryos exposed to light. **a** Venn diagram of genes upregulated at the 4-cell stage compared to the 2-cell stage in both control and light conditions; **b** bubble plot of the top 20 enriched GO terms from the analysis of the 2853 DEGs in the control group from **a**. **c** Venn diagram of genes downregulated at the 4-cell stage compared to the 2-cell stage in both control and light conditions

## Discussion

While undergoing the IVF procedures, the gametes, zygotes and embryos are exposed to a variable spectrum of light from different sources at the reproduction center [2]. In this study, we demonstrate the adverse effects of both high illumination intensity and long exposure time on blastulation and blastocyst morphology. Consistent with previous studies [10–12], both high intensity and long duration of lighting accelerated or accumulated the detrimental effects inside embryo cells, leading to a lower blastulation rate in our study (Fig. 1). Intriguingly, the size of blastocysts was larger after light exposure in our study, possibly resulting from the differential cell spreading events found by the GO analysis (Figs. 1d, 4e). However, these results should be carefully interpreted for human embryos, as the exposure time is quite shorter and the light intensity is lower in ART clinics than those in our study.

Single-cell RNA-seq has been widely utilized in recent years to study mammalian preimplantation embryo development [7, 13, 14]. We explored the dynamic changes in the transcriptomic profiles of preimplantation embryos from the 2-cell to the blastocyst stage after light exposure. The inclusion of almost all stages of preimplantation embryos and the analyses of this dataset revealed that cellular transcriptomic profiles after light exposure primarily segregated according to embryonic stage, followed by segregation into different light conditions (lighting or control). 

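Stage and light together, as 10 groups, accounted for 51.6% of the squared distance between all libraries, and light alone for 3.09%. Within its stage, the most similar library was of the same group for 13 of 13 libraries at the 2-cell stage, 13 of 14 at the 4-cell stage and 12 of 12 at the 8-cell stage. In morulae it was of the same group for 9 of 19 and in blastocysts for 9 of 9. In the clustering of all libraries, light 8-cell libraries lay with the 4-cell stage and light morulae with the blastocysts. All control 8-cell libraries and all control morulae but library 21 lay in clusters of their own, so stage did not come first there.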

Our analyses also demonstrate that the damage of high-intensity and long-duration lighting to embryos existed not only at the temporal level (2-cell to blastocyst stage) but also at the spatial level (cellular morphology to intracellular transcriptome).

Light-induced injury in cells is often associated with development arrest, in which apoptosis is induced by damage to the chromosome [15–17]. Consistent with those findings, differential transcription levels, more cell apoptosis, and greater cell responses to DNA damage stimuli were found in embryos after light exposure (Fig. 4a–e). Mitochondria, which are important cell organelles, are often related to cell apoptosis and the cell cycle in many cell types [18, 19], and before the 8-cell embryonic stage, they are small spherical organelles with a dense matrix, few cristae, and a nontranscribed genome [20]. However, many hub genes encoding mitochondrial proteins were upregulated at the 2-cell stage after light exposure, e.g., *Mrpl11*, *Mrps9*, and *Mtrf1l* (Fig. 4f), suggesting abnormal mitochondrial activity and a relevant mitochondrial response to lighting. Nevertheless, hub genes *catenin beta like 1* (*Ctnnbl1*) [21] and *serine/arginine*-*rich splicing factor 7* (*Srsf7*) [22], contribute to the important functions in the spliceosome, which is required for the response to DNA damage [23]. In addition, the number of DEGs showed a peak immediately after light exposure at the 2-cell stage and then decreased (Additional file 1: Table S1). 

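The deposited value of Mrpl11 (chromosome 19, 4962147 to 4966999 of GRCm38) at the 2-cell stage was 10.9 ± 11.0 (SD, n = 6) in light and 2.75 ± 3.85 (SD, n = 7) in control. Its log2 fold change was 1.82 (standard error 0.84, adjusted p = 0.168 from limma; exact permutation test of this gene alone, two-sided p = 0.0414). Mrps9 (chromosome 1, 42851233 to 42905683), inside which Gm23126 lies, was 13.8 ± 10.9 in light and 1.30 ± 2.06 in control, with 0 in 1 light and 4 control libraries. Its log2 fold change was 2.47 (0.84, adjusted p = 0.0552 from limma; exact permutation test, p = 0.0175). It was called without control library 8, light library 15 or light library 16, where the adjusted p was 0.0349, 0.0497 and 0.0112. Mtrf1l (chromosome 10, 5811887 to 5823910) was 8.26 ± 6.72 in light and 0.522 ± 0.903 in control, a log2 fold change of 2.39 (0.72, adjusted p = 0.0277 from limma; exact permutation test, p = 0.0035). This call was lost without control library 10, 11 or 24 or light library 12 or 14, with an adjusted p up to 0.068, and edgeR's quasi-likelihood test gave 0.0756. At values this low a library holds few reads of each gene, and the differences were about as large as the spread between the light libraries.

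**Figure D3:**
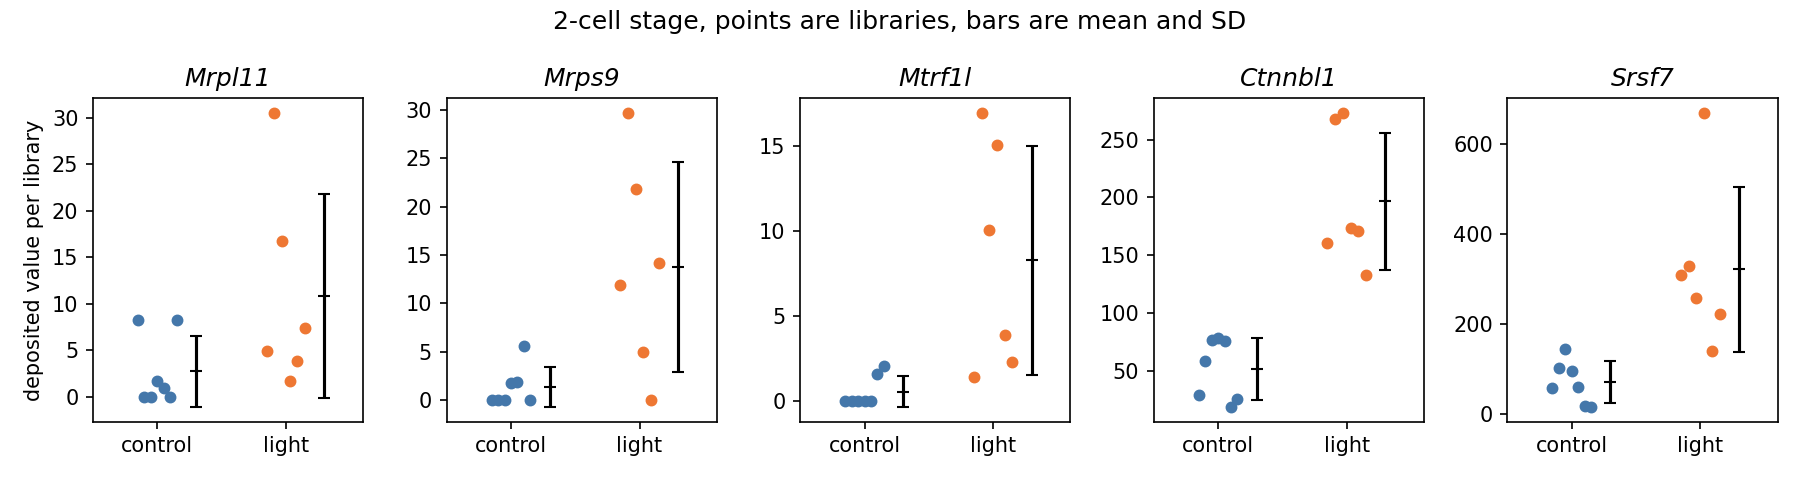
Deposited value of Mrpl11, Mrps9, Mtrf1l, Ctnnbl1 and Srsf7 in each control (blue) and light (orange) 2-cell library, with the mean and SD of each group as bars; each panel has its own vertical axis. Mrpl11, Mrps9, Mtrf1l and Srsf7 overlap between the groups, and for Ctnnbl1 the light libraries (132.7 to 273.2) lie above the control libraries (18.6 to 78.2).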

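In 2-cell embryos Ctnnbl1 (chromosome 2, 157737401 to 157891614 of GRCm38) was 196.5 ± 59.2 (SD, n = 6) in light and 51.9 ± 26.7 (SD, n = 7) in control. The log2 fold change was 2.05 (standard error 0.41, adjusted p = 0.00117 from limma), and each light library was higher than each control library (exact permutation test, two-sided p = 0.000583). Srsf7 (chromosome 17, 80200080 to 80207307) was 321.7 ± 183.8 (SD, n = 6) in light and 69.9 ± 46.8 (SD, n = 7) in control, a log2 fold change of 2.39 (0.46, adjusted p = 0.000896 from limma; exact permutation test, p = 0.00175). With each library left out in turn the log2 fold change stayed between 1.84 and 2.17 for Ctnnbl1 and between 2.09 and 2.63 for Srsf7, and both stayed called.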

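The groups differ in size between the stages, so the comparison was repeated with 3 control and 6 light libraries at each stage in 24 random draws. The median number of DEGs was then 795.5 (514 to 1516) at the 2-cell stage, 216.5 (8 to 1370) at the 4-cell stage, 798.5 (665 to 1030) at the 8-cell stage and 16.5 (0 to 158) in morulae. The blastocyst libraries, which already had this size, gave 679 DEGs.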

We therefore suggested a potential mechanism by which embryos to respond to and repair the injury induced by light exposure. Although these damage responses were characterized only in the blastocyst stage, further studies should be performed to explore whether the differences in the offspring or embryonic mechanisms could gradually rectify the light-induced differences beyond the blastocyst stage.

MZT is the first major developmental transition in mammalian embryos, when the zygotic genome begins transcription and maternal mRNAs are degraded [24]. Interfering with MZT might result in cell cycle arrest and finally lead to cell apoptosis or developmental delay [25, 26]. In addition to analyses of zygotic genes that were activated in the control group (Fig. 5a, b), we also categorized the genes that were activated after light exposure. 

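Among the genes higher at the 4-cell stage in the light group only, 1 of 109 genes of ubiquitin conjugation was found (0.917%, against 2.20% of the other genes), and 0 of 30 genes of base excision repair. The lists of stress response genes and p53 targets held 1 of 27 and 1 of 29, and that of the response to DNA damage 2 of 93. The one-sided Fisher's exact test gave an adjusted p of 1 for each of these 5 lists. No list for the MAPK signaling pathway was used.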

Many of the top GO terms different from those in Fig. 5b were related to stress response pathways, such as ubiquitin-mediated proteolysis, base excision repair, and the MAPK signaling pathway (Additional file 1: Figure S3), which further proved the injury response after light exposure. Furthermore, 3226 genes were downregulated in normal 4-cell embryos while they maintained their expression in light-exposed embryos at this stage (Fig. 5c). These results together indicated an abnormal MZT process after light exposure.

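Of the 1547 genes called lower at the 4-cell stage in the control group only and tested in both groups, 30 were higher in light than in control 4-cell libraries. Already in 2-cell embryos 200 of them were lower in light than in control. The interaction term differed from 0 for 89 of them (5.75%).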

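The difference between light and control in the change from the 2-cell to the 4-cell stage was tested by the interaction term of limma over the 4 groups. It was called for 627 of 20372 genes, with a positive term (a larger rise or a smaller fall in light) for 332 and a negative term for 295. Without control 4-cell library 3 the number was 968, and without light 2-cell library 12 it was 314. The 4 genes below had the largest values among genes with a mean of at least 10 in some group; the rule that groups do not overlap was not applied to them. Hes1 went from 106.6 to 11.8 in control and from 30.2 to 88.2 in light, an interaction of 5.43 on the log2 scale (standard error 1.12, adjusted p = 0.00857 from limma). Ptprs had an interaction of 5.33 (0.87). Bex1 went from 5.32 to 85.3 in control and from 69.2 to 0.619 in light, an interaction of -6.72 (1.67, adjusted p = 0.022 from limma), and Nudt16l1 had -5.38 (1.06). These 4 calls stayed with each library left out in turn. From the genes activated or cleared in 1 group and not in the other, the paper concludes that the MZT process was abnormal after light exposure.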

## Conclusion

Our study not only demonstrated the damage caused by high-intensity illumination at the transcriptomic level but also provided a valuable resource for understanding the light-induced embryonic response as well as the potential self-surveillance that cells employ to protect against lighting in mouse preimplantation embryos.

## Materials and methods

### Experimental animals and ethics approval

Six-week-old female and 10-week-old male C57BL/6 mice were used for this study. All animals were kept in the animal center under controlled lighting (12:12-h light–dark cycle) with sufficient food and water.

### Retrieval of oocytes and sperm

For oocyte retrieval, unmated females were injected with 5 IU PMSG (Ningbo Sansheng Pharmaceutical Co., Ltd, China) followed by injection of 5 IU HCG (Ningbo Sansheng Pharmaceutical Co., Ltd, China) 46 h later. They were killed by cervical dislocation 12 h later, and oocytes were collected from the ampulla of the fallopian tube and then transferred into pre-equilibrated G-IVF medium (Vitrol Life, 10136). For sperm retrieval, unmated males were killed by cervical dislocation, and sperm were collected from the cauda epididymidis and then capacitated for 60 min before fertilization.

### Embryo culture and single-cell isolation

Capacitated sperm were then fertilized with oocytes for 24 h, and the 2-cell embryos were transferred into pre-equilibrated cleavage medium (Cook Medical, K-SICM-20) for subsequent culture or experiment. Embryos from the 2-cell to the blastocyst stage were dissociated into single cells using 0.25% trypsin (Gibco, 25200056) for 5 min after 30 s of Tyrode’s solution (Sigma, T1788) treatment. Single embryonic cells were manually picked into a 0.2-ml PCR tube containing lysis buffer using a mouth-operated, drawn capillary pipette for single-cell transcriptome library construction.

### Conditions for lighting

A full-spectrum electric bulb (Kesilaite, E27), whose spectral composition was shown in Additional file 1: Figure S4, was used as the light source and was installed in the incubator. A luxmeter (Huayi, MS6612) was used to measure the illumination intensity. For evaluation of the effect of light intensity on embryo development, 2000, 3000, and 5000 lx were used to treat 2-cell embryos for 6 h while 0 lx (dark condition) was used as the control group. For monitoring the effects of exposure time, 0.5, 1, 2, 4, and 6 h were used to treat 2-cell embryos under 3000 lx while 0 h (dark condition) was used as the control group. For analysis of single-cell transcriptomes in individual embryos, 5000 lx was used to treat 2-cell embryos for 6 h. All embryos after light exposure were cultured in a dark incubator for subsequent analyses. The development of blastocysts was examined 4 days later. Additionally, the morphology of blastocysts was characterized under different illumination intensities.

### Single-cell RNA-seq library construction

Single-cell RNA sequencing was performed using the SMART-seq2 protocol [27] with minor modification. Briefly, a single cell was first lysed in 0.5 µl lysis buffer and RNAs were converted using Superscript III. After purification, 0.1 ng amplified cDNA was used for library construction. Libraries were then sequenced on Illumina HiSeq ×10 in paired-end, 150 bp mode.

### RNA-seq data processing

RNA-seq data were processed on the NovelBio platform (https://cloud.novelbrain.com) with the default parameters. Briefly, gene expression was normalized by transforming mapped transcript reads to reads per kilobase of transcript per million mapped reads (RPKM). Genes with RPKM > 1 were retained for analysis. DEGs with a fold change ≥ 2 and false discovery rate (FDR) value < 0.05 were defined as statistically significant. GO enrichment analysis was performed on the platform combining the R package “topGO” and the DAVID online tool (https://david.ncifcrf.gov/). Terms with p < 0.05 were considered statistically significant. For evaluation of the protein–protein interaction (PPI) information, the DEGs were mapped to the Search Tool for the Retrieval of Interacting Genes (STRING) database (version 11.0), and interactions with a combined score > 0.4 were selected. These PPI networks were constructed using Cytoscape software (version 3.6.1) followed by module screening using the plug-in Molecular Complex Detection (MCODE).

## Supplementary information

**Additional file 1: Table S1.** DEGs across all stages after light exposure compared to the control group. **Figure S1.** Hierarchical clustering of highly viable genes across all cells at each embryonic stage. **Figure S2.** GO analysis of the top module genes in Fig. 4f. **Figure S3.** Bubble plot of the top 20 enriched GO terms from the analysis of the 823 DEGs in the light group from Fig. 5a. **Figure S4.** Spectral composition of the light source, Kesilaite E27.

## Data Availability

All sequencing data generated in this study are available on Gene Expression Omnibus (GEO) with Accession number GSE128691.

## Abbreviations

ART: assisted reproduction technology
IVF: in vitro fertilization
PCA: principal component analysis
DEG: differentially expressed gene
GO: gene ontology
ZGA: zygote genome activation
MZT: maternal-to-zygotic transition

# Supplementary material for: Light-induced injury in mouse embryos revealed by single-cell RNA sequencing
**Source:** Biol Res. 2019 Aug 29;52:48. doi: 10.1186/s40659-019-0256-1

**Additional data:**

**Table S1**. DEGs across all stages after light exposure compared to the control group.

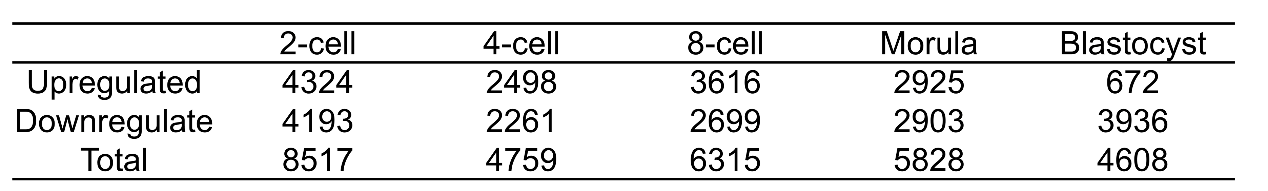

**Figure S1**. Hierarchical clustering of highly viable genes across all cells at each embryonic stage.

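Average linkage clustering of the 2000 most variable genes within each stage, divided into 2 clusters, was compared with the light and control groups. All 12 libraries of the 8-cell stage fell into clusters of their own group (adjusted Rand index 1). In blastocysts 8 of 9 did (0.556). At the 2-cell stage, the 4-cell stage and in morulae the index was 0.093, 0.143 and -0.0809, so that the first division of the tree did not follow light and control there.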

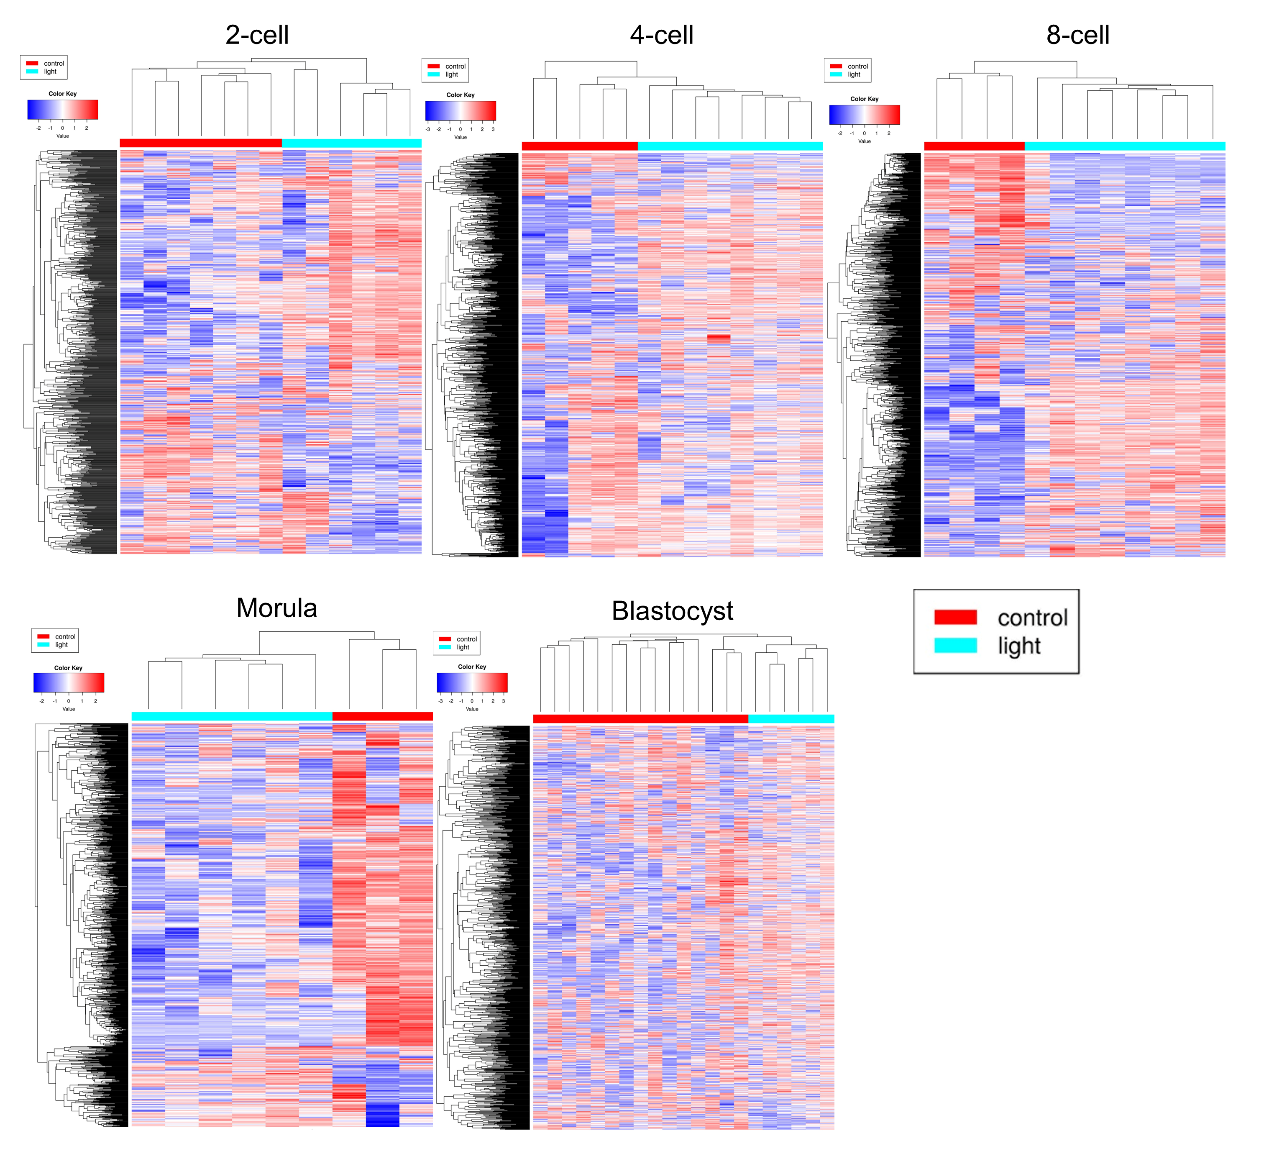

**Figure S2**. GO analysis of the top module genes in Figure 4F.

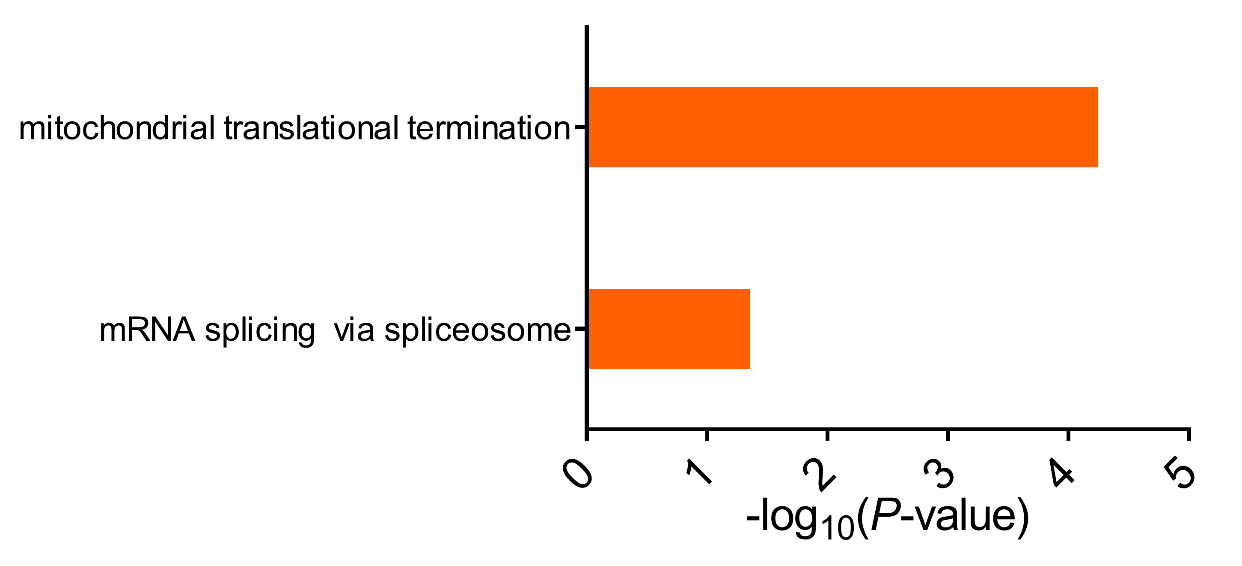

**Figure S3**. Bubble plot of the top 20 enriched GO terms from the analysis of the 823 DEGs in the light group from Figure 5A.

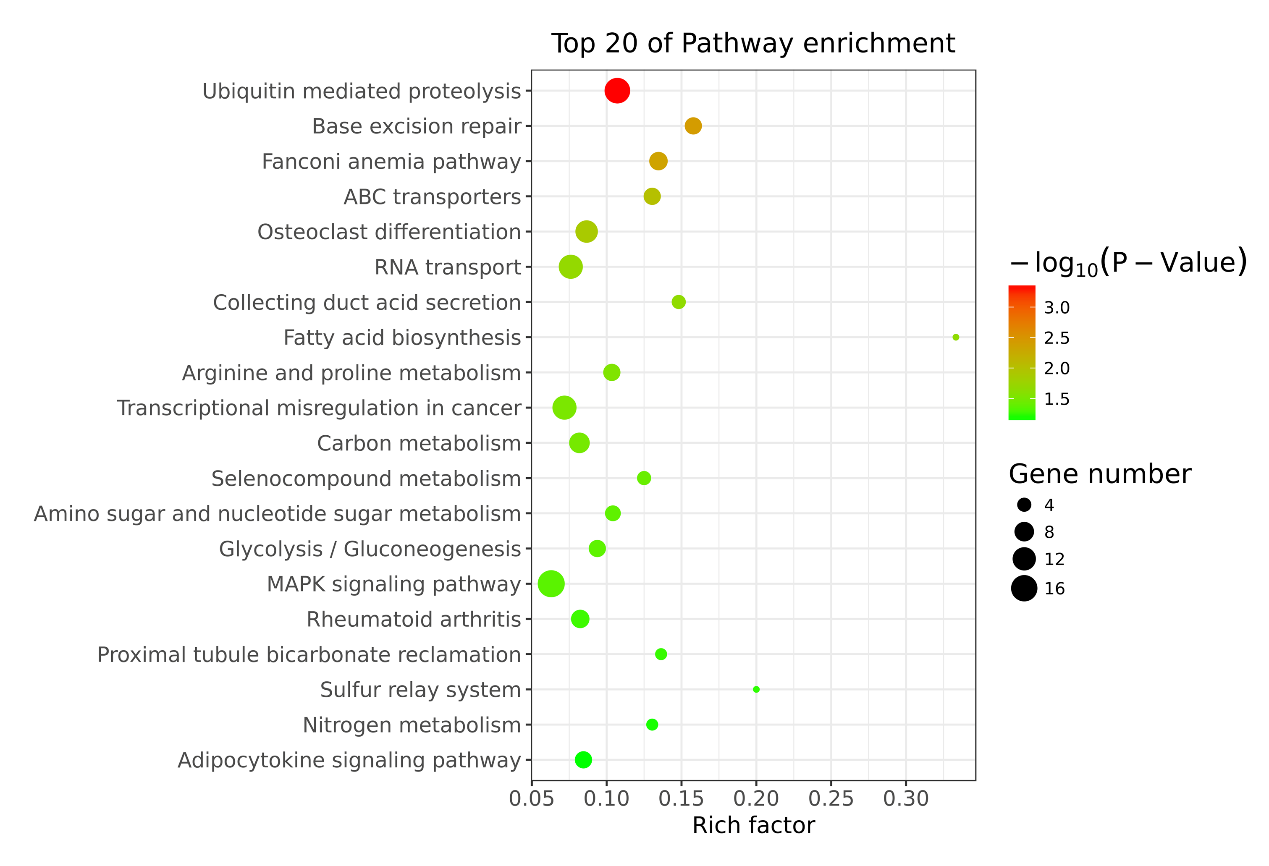

**Figure S4**. Spectral composition of the light source, Kesilaite E27.

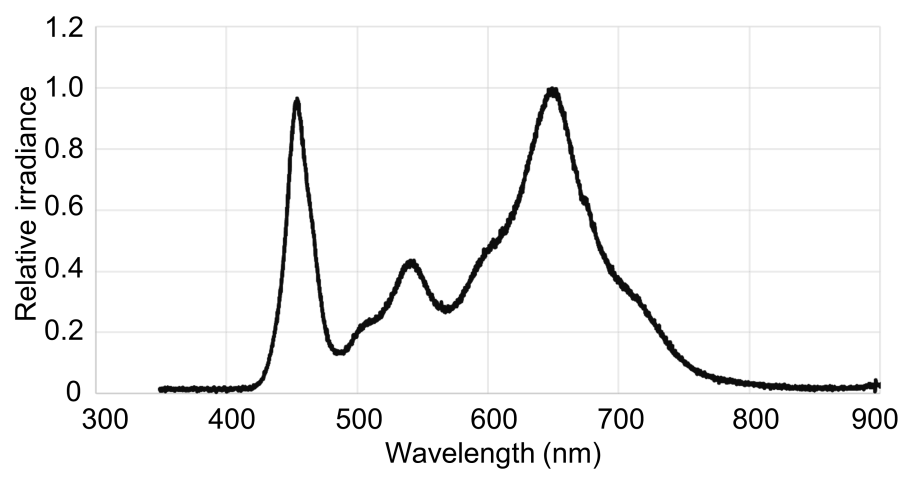

**Supplement:** Supplementary file 1 — Additional file 1: Table S1. DEGs across all stages after light exposure compared to the control group. Figure S1. Hierarchical clustering of highly viable genes across all cells at each embryonic stage. Figure S2. GO analysis of the top module genes in Fig. 4f. Figure S3. Bubble plot of the top 20 enriched GO terms from the analysis of the 823 DEGs in the light group from Fig. 5a. Figure S4. Spectral composition of the light source, Kesilaite E27.

How the deposited data were processed for this re-analysis (not part of the article)

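RNA of 67 mouse embryo libraries, made by SMART-seq2 from 5 stages in a light and a control group, was measured by sequencing. The paper describes single cells picked from dissociated embryos, and the labels number the embryo of each library within its group. The authors counted reads on 26414 genes and deposited signal values, the reads divided by a size factor of the library. The paper's methods describe RPKM, but no division by transcript length was found in the values: they were whole numbers of reads after multiplication by a size factor, within a tolerance of 0.01, in at least 99.95% of the values of each library. In 11 genes some library held a value that was not whole. The deposited size factors equal a median of ratios over 3 genes only, CT010467.1, Gm42418 and Slc6a6. The symbols of 24 genes had been turned into dates and were kept as listed. Of the symbols, 26329 (99.7%) were found in GENCODE M21 (GRCm38), which was used for coordinates. The build used by the authors is not stated in the paper's text.

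Total reads per library had a median of 4632053 and lay between 836011 and 8551674, of which 54.0% to 89.3% were on CT010467.1 and Gm42418. Depth was tested by thinning the reads of each library to the same number. Pairs of libraries of a group differed by more than counting error: for the closest pair of each group, chi-square per degree of freedom was at least 12.8.

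The design was written for RPKM or for raw counts. Since the values are neither, the test for normalized values was kept: limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3 on log2 of the value plus a pseudocount of 1, for genes with a value above 1 in at least 3 of the libraries compared. A gene was called with an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change of at least 2, the thresholds stated in the paper, whose text does not name a test. Light was compared with control within each stage, the 4-cell with the 2-cell stage within each group, and the change between these stages between the groups by an interaction term. Each library was 1 replicate, with no covariate, since no batch, litter or mouse is named. Evidence from Y-linked reads that the libraries of a group came from few embryos was found afterwards, and the p-values assume that they did not.

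Squared Euclidean distances between libraries were divided between groups, with exact permutation tests where all regroupings could be enumerated and 100000 permutations otherwise. Principal components, average linkage clustering and permutation tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Lists of gene symbols were tested by a one-sided Fisher's exact test against all genes tested, by camera and fry of limma, and against 10000 random lists matched on mean expression in 20 bins. The lists stood for Zfp zinc-finger genes, RNA polymerase, apoptosis, p53 targets, the response to DNA damage, base excision repair, ubiquitin conjugation, stress response, oxidative phosphorylation, mitochondrial translation, mRNA splicing, the cytosolic ribosome, the proteasome, cell adhesion and spreading, oocyte maternal RNA, genes expressed transiently at the 2-cell stage, cumulus cells, sperm, trophectoderm, inner cell mass, primitive endoderm and Y-linked genes. A list of imprinted genes expressed from the paternal copy was added later, before its test. Mouse Reactome sets shipped with fgsea 1.28.0 were the alternative to 8 of these lists.

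The genes named are those named in the paper's text, for each stage up to 2 DEGs with the largest rise and up to 2 with the largest fall among DEGs whose groups do not overlap and whose mean is at least 10 in a group, the same for the interaction, and the 2 DEGs with the smallest p where a list needs an example. Symbols of predicted genes were left out. For the interaction the rule on overlap was not applied. The tests were run on simulated data made from the real means and library sizes, with 200 genes changed 4-fold. limma gave 0 calls in the wrong direction and between 2 and 7 calls of unchanged genes per stage. The simulated values were scaled by the library sizes used to simulate them, not by the deposited size factors. Libraries were simulated as independent, and the changed genes had a mean of at least 10 reads. These rates therefore do not cover errors of the deposited scaling, shared embryos or genes with few reads.

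The alternatives were another pseudocount (0.1), no filter on low values, a mean value above 5, scaling by the median ratio, quantile normalization, 1 fit over all libraries, a Wilcoxon test, the fold change of group means, library weights, the replicate number as a block and each library left out in turn. For distances, genes scaled to unit variance, the 2000 most variable genes and 1 minus Spearman's correlation were also used. Added after the data were seen were edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 on the recovered reads, and the fold change of group means with no test. DESeq2 was given the deposited size factors, so its scaling is that of the deposited values. The protein network and its module were left out and gene ontology terms were not used here, and the measurements of blastulation and blastocyst size were not analysed here.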

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

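Among the tests reported here, that of the share of male embryos and that of depth behind the share of reads on CT010467.1 and Gm42418 were chosen after the result was seen.

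Outliers were sought by Dixon's test for 5 measures of the libraries in each group of 4 to 10 libraries, 40 combinations of measure and group, where chance alone gives about 1 in 20. In 4 of them 1 library lay far from the others: in total reads, in the ratio of reads on Gm42418 to CT010467.1 or in the share of mitochondrial reads. Control 2-cell library 8 had 8151790 reads, and without it the number of 2-cell DEGs was 1720 against 1943 with it. The ratio was 1.75 in light blastocyst library 23, without which the number of blastocyst DEGs rose from 679 to 950. In light morula library 1 it was 1.67, and without this library 182 genes were called against 179. Mitochondrial genes held 7.33% of the other reads in control 4-cell library 1, without which 159 genes were called against 218. None of these numbers moved by more than a factor of 1.5. Thinning the reads to the same depth left 77.5% of the 2-cell DEGs in place. No biological explanation was tested for these libraries.

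The change from the 2-cell to the 4-cell stage differed between light and control for 627 genes by the interaction term of limma. Swapping the light and control labels within the stages gave as many genes in 1 of 100 draws, the real one, the lowest share that 100 draws can give. Chance is therefore an unlikely source of this number if the libraries are independent. The highest number in the other draws was 5. The same genes could differ because of the library batch seen in the ratio of reads on Gm42418 to CT010467.1, whose correlation with the light effect across genes was -0.127 at the 2-cell and -0.071 at the 4-cell stage. A position of the light 2-cell libraries further along the same change is open as well, with a median log2 difference of 0.76 for genes activated in control. An effect of light is the explanation that the design gives, and it is not separated from these by the tests run.

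Y-linked genes, which the paper does not discuss, had 110.2 ± 45.5 CPM (SD, n = 6) in light blastocysts and 0.805 ± 0.309 CPM (SD, n = 3) in control blastocysts (exact permutation test, two-sided p = 0.0238, adjusted over the 5 stages 0.0595). Eif2s3y rose by 3.69 and Ddx3y by 3.55 on the log2 scale (adjusted p = 0.0102 and 0.0177 from limma), and neither was called without control blastocyst 2. Of the light blastocyst libraries 6 of 6 had at least 10 CPM of Y-linked reads and of the control libraries 0 of 3. A different share of male embryos in the groups would give these values. Whether sampling or the exposure set such a share was not tested. With no control blastocyst at this level, sex and light cannot be told apart in this stage.

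CT010467.1 and Gm42418 held 84.4% ± 4.12 (SD, n = 6) of the reads in light blastocysts and 76.2% ± 4.14 (SD, n = 3) in control blastocysts (exact permutation test, p = 0.0357, adjusted over the 5 stages 0.0893). At the 8-cell stage the difference had the other sign, 71.1% in light and 75.3% in control (exact permutation test, p = 0.00808). Depth was tested as its source, and total reads did not differ between light and control blastocysts (exact permutation test, p = 0.619). Library preparation, the RNA content of the cells and an effect of light stay open and were not tested.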

How the results depend on the processing

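The fits by edgeR and DESeq2 on recovered reads, the fold change with no test, and the median ratio for gene lists and for distances between light and control were chosen after the data were seen.

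Shares of distance explained by stage or light kept their direction and stayed past the threshold in all 110 alternatives. Apart from libraries left out, the share of stage ranged from 31.8% to 65.2% and that of light from 15.3% to 28.5%, 13.5% to 19.7%, 20.2% to 34.5%, 9.38% to 13.5% and 22.4% to 35.6% from the 2-cell to the blastocyst stage. Between light and control they ranged with 1 library left out from 18.4% to 21.5% at the 2-cell stage, from 14.6% to 17.5% at the 4-cell, from 22.9% to 25.4% at the 8-cell, from 8.97% to 10.7% in morulae and from 25.5% to 33.1% in blastocysts, and the share of stage from 41.6% to 43.1%. Of the alternatives for counts and shares of genes, 273 stayed within the margin of a factor of 1.5 and 71 moved beyond it.

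The number of DEGs at the 2-cell stage was 1943, and 909 by a Wilcoxon test. At the 4-cell stage (218) it was 136 with a pseudocount of 0.1, 53 without a filter, 579 in 1 fit over all libraries, 353 with library weights and 699 by DESeq2. In morulae (179) it was 277 with the median ratio, 322 with quantile normalization, 761 in 1 fit, 508 with library weights and 457 by DESeq2. In blastocysts (679) it was 289 with a pseudocount of 0.1, 258 without a filter, 284 with the median ratio, 230 with quantile normalization, 449 in 1 fit, 1079 with library weights and 151 by edgeR. The cause was not tested. The Wilcoxon test called 0 genes at the 4-cell, 8-cell and blastocyst stage, with 2233, 2874 and 2389 genes at an unadjusted p under 0.05. Groups of these sizes separate without overlap by chance in 0.0666%, 0.404% and 2.38% of genes, which sets its lowest exact p. Such p-values pass the adjustment only when more genes separate than did here. The 0 calls therefore follow from the group sizes and cannot count for or against the DEGs. For the same stages edgeR called 190, 888 and 151 genes and DESeq2 699, 1430 and 804. The fold change with no test gave 8602, 5783, 6193, 5722 and 5567 genes from the 2-cell to the blastocyst stage, since it drops the adjusted p. Genes higher at the 4-cell stage in light numbered 1942 with the median ratio, 2749 with quantile normalization and 2537 with no test. In control they numbered 4175 with quantile normalization and 4437 with no test. Genes lower in light numbered 2933 with quantile normalization and 7761 with no test. The interaction was called for 408 genes with a pseudocount of 0.1, 1437 in 1 fit, 990 with library weights and 1093 by edgeR. Apart from the alternatives that drop the test and the 0 calls of the Wilcoxon test, the cause was not tested.

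The replicate numbers do not pair the libraries: deviations of libraries with the same number had correlations between -0.0871 and 0.0694. With the replicate number as a block limma called 0 genes at the 2-cell and 4-cell stage and in morulae, with 4446, 1584 and 1366 genes at an unadjusted p under 0.05, while without the block edgeR called 2159, 190 and 205 and DESeq2 2457, 699 and 457. It also called 0 genes between the stages in light, in both directions (2989 at an unadjusted p under 0.05; edgeR without the block called 1898 higher and 3788 lower), so that both shares of control genes not called in light became 100%, and 176 in the interaction. The block leaves few degrees of freedom, since most numbers occur once. No paired analysis was possible for the 8-cell and blastocyst stage and for the stages of the control group, because the groups compared share fewer than 2 numbers.

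With each library left out, the number of DEGs lay between 1321 and 2198 at the 2-cell stage and between 998 and 1345 at the 8-cell stage. At the 4-cell stage it lay between 65 and 772. It was 772 without control library 3, 142 without control 4 and 65 without control 5, and 127, 111, 111, 93, 88, 88, 89 and 94 without light library 1, 5, 6, 7, 9, 11, 13 and 14. In morulae it lay between 82 and 240, with 108, 116, 101, 118 and 82 without light library 3, 5, 6, 9 and 12. In blastocysts it lay between 84 and 950, with 417 and 84 without control library 1 and 2 and 407, 390 and 443 without light library 24, 26 and 29. Genes higher at the 4-cell stage lay between 2044 and 2529 in control and between 1081 and 1476 in light, and lower genes between 5242 and 5859 and between 4592 and 5010. The shares not called in light lay between 57.9% and 68.4% for activated and between 30.3% and 37.4% for cleared genes. The interaction lay between 314 and 968, with 399 without control 2-cell library 9, 968 without control 4-cell library 3, and 406, 314 and 370 without light 2-cell library 10, 12 and 14.

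Of the list results, 105 of the alternatives kept their side of the threshold. The adjusted p of cell adhesion and spreading in blastocysts was 0.0748 with quantile normalization and 0.641 by camera with an estimated correlation, the highest of its alternatives, whose lowest was 0.000906. That of mRNA splicing at the 2-cell stage was 0.201 with a mean value above 5, 1 against matched random lists, 0.556 by camera with an estimated correlation and 0.0552 by fry, and its lowest was 7.72e-05. Of the 13 list results compared with the paper's terms, 5 others passed the threshold by fry: Zfp genes in morulae (0.0342) and blastocysts (0.0404), the response to DNA damage in morulae (0.0406) and blastocysts (0.0383) and mitochondrial translation at the 2-cell stage (0.0342). In each of these 5 the highest value was 1. Camera with its preset correlation, not among the alternatives counted here, gave 3.15e-09 for mRNA splicing, 1.28e-05 for mitochondrial translation, 0.00867 for Zfp genes and 0.0242 for the response to DNA damage in morulae, and 0.0913 for cell adhesion and spreading. The cause was not tested. Of the alternatives for named genes other than libraries left out, 163 kept their side of the threshold and 9 lost the call. With 1 library left out, 11 named DEGs lost the call 36 times in all: Plekhg6 11 times, Dirc2 and Mtrf1l 5 times, Zfp472 and Dapk3 4 times, Tdgf1 2 times, and mt-Te, Upp1, Lama5, Eif2s3y and Ddx3y 1 time. Mrps9 was not called in 10 of 13. No change of sign was found. The depth limits genes with low values most, among them Mrpl11, Mrps9 and Mtrf1l.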

Differences from the paper's values

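The fold change of group means with no test and edgeR were chosen after the values were seen; the other alternatives were set before the data were examined.

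For the number of DEGs between light and control, the paper's values are 8517, 4759, 6315, 5828 and 4608 from the 2-cell to the blastocyst stage, and the values found here were 1943, 218, 1273, 179 and 679. Of the upregulated genes the paper's values are 4324, 2498, 3616, 2925 and 672, against 1024, 168, 818, 54 and 45. Of the downregulated genes the paper's values are 4193, 2261, 2699, 2903 and 3936, against 919, 50, 455, 125 and 634. None of the alternatives set before the data were examined brought any of these 15 values within a factor of 1.5 of the paper's.

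For genes activated from the 2-cell to the 4-cell stage in control, the paper's value is 5001 and that found here 2454; quantile normalization (4175) lay within the factor and the other preset alternatives did not. For those not activated in light the paper's value is 2853 and that found here 1554. Quantile normalization (2126), 1 fit over all libraries (1987), library weights (1906) and the replicate block (2454), which could be fitted in light only and called no gene there, lay within the factor, and the others did not. For genes activated in light only, the paper's text gives 1110 and its Fig. 5a and Figure S3 give 823, and the value found here was 382. No preset alternative lay within the factor of 1110; the median ratio (661) and quantile normalization (700) lay within that of 823. For control-cleared genes not cleared in light the paper's value is 3226 and that found here 1901. The median ratio (2376) and 1 fit over all libraries (2745) lay within the factor, and the others did not.

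The fold change of group means with no test, which was chosen after seeing the values, gave 8602, 5783, 6193, 5722 and 5567 DEGs, and for genes activated in light only 879. It lay within the factor for each of the values above. edgeR, also chosen after seeing the values, lay within it for genes activated in light only in the paper's Fig. 5a (652) and for control-cleared genes not cleared in light (2776), and not for the others. The paper's own lists of genes were not in hand, so how many of them these 2 settings drop cannot be given, and no test is named in the paper's text.

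The paper states that apoptosis is enriched among DEGs of the 4-cell and 8-cell stage. Here the list held 2 of 47 and 4 of 44 genes, with an adjusted p of 0.555 and 1 by Fisher's exact test. It states that the response to DNA damage is enriched from the 8-cell stage on, and here it held 6 of 89, 0 of 93 and 6 of 89 genes (lowest adjusted p 0.861), while fry gave 0.0406 in morulae and 0.0383 in blastocysts, and camera with its preset correlation 0.0242 in morulae. For regulation of transcription at all stages, the list of Zfp genes used in its place gave an adjusted p of at least 0.787 by Fisher's exact test. It was called by fry in morulae (0.0342) and blastocysts (0.0404) and by camera with its preset correlation at the 4-cell stage (0.000258) and in morulae (0.00867). For mitochondrial translation in the 2-cell module, the list set against all 2-cell DEGs gave 0.317 by Fisher's exact test, 0.0342 by fry and 1.28e-05 by camera with its preset correlation. These lists are not the paper's terms.

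The paper names 3 mitochondrial hub genes as upregulated at the 2-cell stage. The 3 had higher means in light and 1, Mtrf1l, was called; the adjusted p of limma was 0.168 for Mrpl11 and 0.0552 for Mrps9. Mrps9 was called without control library 8 or light library 15 or 16, and both have means in light more than 2-fold those in control, which is all that the fold change with no test asks. For genes activated in light only, the paper names ubiquitin-mediated proteolysis and base excision repair, and here these lists held 1 of 109 and 0 of 30 genes. The paper states that the number of DEGs is highest at the 2-cell stage. It was highest there with all libraries, and with 3 control and 6 light libraries at each stage the median was 795.5 at the 2-cell and 798.5 at the 8-cell stage.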

Other observations

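Chosen after the result was seen were the tests of the size factors, of control 4-cell library 3, of few embryos behind a group and of Xist within each stage; the test of depth was redefined after its first result. The test of sex at the 8-cell stage was left undecided after its result, because of Xist; by the criterion written before, its result would have counted against sex. The tests of each status of the light 8-cell libraries and of dilution by cumulus cells were also chosen after.

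The light and control libraries of each stage were regrouped at random. The real grouping was the only 1 with as many calls in 100 splits at the 2-cell, 4-cell, 8-cell and morula stage, in the 84 splits of the blastocysts, and in 100 splits between the stages of either group. The highest number in another split was 1394, 20, 15, 3 and 23 from the 2-cell to the blastocyst stage, and 2344 and 2309 between the stages. A rank of 1 in 100 or in 84 is the lowest share that these splits can give. Chance is therefore an unlikely source of these numbers if the libraries are independent, but it is not excluded. At the 2-cell stage the highest other number, 1394, stands against 1943 for the real grouping.

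The ratio of reads on Gm42418 to CT010467.1 had means in light and control of 1.54 and 2.70 at the 4-cell stage, 1.63 and 2.21 at the 8-cell stage and 1.55 and 3.22 in morulae (exact permutation test, p = 0.000666, 0.00202 and 3.69e-05), and 1.43 in both groups of blastocysts (p = 1). A library difference of this kind was tested by correlating, across genes, the light effect of a stage with the slope of each gene on the ratio among control libraries of other stages. Genes are not independent replicates, so the ratio was permuted 10000 times among the control libraries of each stage. The correlation was -0.127 at the 2-cell stage (adjusted p = 0.0465 over 5 tests), -0.071 at the 4-cell (0.0465), -0.245 at the 8-cell (0.008) and -0.288 in morulae (0.021), which is consistent with part of the difference between light and control coming from a library batch. In blastocysts it was 0.0589 (p = 0.146), with no difference in the ratio to explain. The correlations are small, and an effect of light on the ratio itself stays open.

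Control libraries 1 and 2 had the highest ratio at the 4-cell stage. Without both, 298 genes were called, within the range of 41 to 870 over the 15 pairs of control libraries left out, which argues against these 2 libraries as the source of the DEGs. Control 4-cell library 3 lay at 0.96 on a scale from control (0) to light (1) at the genes called without it. The light libraries lay between 0.817 and 0.987 and the other control libraries between -0.052 and 0.396. Each library was placed on the genes called without it, 772 for control library 3 and 65 to 207 for the others. For the others, control library 3 was kept among the controls, so the positions do not share 1 set of genes. Its ratio was 1.61, within the range of the light libraries (1.43 to 1.63). A mislabelled library may explain this, and so may a library prepared together with the light libraries, and these values do not separate the 2. The shares of variance without this library, 22.1% and 15.8%, match the numbers printed in Fig. 3 for the 4-cell stage.

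Depth was tested by thinning each library to the same number of reads. In its first version the test also scaled the libraries to equal totals without CT010467.1 and Gm42418, and 22.8% of the blastocyst DEGs stayed. That value mixes depth with scaling: of the 284 genes called with the median ratio before thinning, 225 were called. After this result was seen the test was redefined to keep the deposited scale. Of the DEGs 77.5% stayed at the 2-cell stage, 66.1% at the 4-cell, 82.2% at the 8-cell, 69.3% in morulae and 82.3% in blastocysts, which argues against depth as the cause of most of them.

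With 3 control and 6 light libraries at each stage, the median number of DEGs at the 2-cell stage was 795.5, no longer the highest, so the larger number at the 2-cell stage may come from group sizes.

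The light 2-cell libraries were compared with control 2-cell libraries held out from the choice of genes, over 35 splits. Genes activated in control lay 0.76 higher in light (median log2 difference, 0.57 to 0.87) and cleared genes -1.03 (-1.23 to -0.75), against -0.17 for all genes. A position further along the change from the 2-cell to the 4-cell stage is therefore a candidate explanation of part of the 2-cell DEGs and of the genes called in control only between the stages. Whether light, the time of collection or the batch set this position was not tested. Of 21 genes expressed transiently at the 2-cell stage 3 were DEGs there, and of 14 tested at the 8-cell stage 4 were (Fisher's exact test, adjusted p = 0.924 and 0.214).

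Reads of cumulus cells were sought with a list of 12 marker genes, of which 6 were tested at the 2-cell stage and 1, Col4a1, is also on the primitive endoderm list. The list had 20.7 ± 16.7 CPM (SD, n = 6) in light and 14.1 ± 4.52 CPM (SD, n = 7) in control (exact permutation test, two-sided p = 0.396), a difference within the spread of the libraries. The mean of Tnfaip6, the only DEG on the list, was 15.6 in light and 0.788 in control. A fall of at least 2-fold by dilution would need as many reads from cumulus cells as from the embryo. The list had at most 51.8 CPM in a light library. This argues against dilution as the source of the 919 DEGs lower in light only if the list is far higher in cumulus cells. Its level in cumulus cells was not measured. For the higher DEGs cumulus cells stay open as well, since the total decides nothing. A list of 7 sperm genes had 2.66 and 3.63 CPM (exact permutation test, p = 0.519).

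In blastocysts 93.4% of the DEGs were lower in light on the deposited scale and 56.7% with the median ratio, so the direction may come from the size factors. The lists of blastocyst lineages moved apart with the median ratio: 11 inner cell mass genes had a median log2 fold change of -2.34, 10 primitive endoderm genes -1.78 and 19 trophectoderm genes 1.04, against -0.12 for all genes. On the deposited scale the medians were -2.84, -2.18 and 0.46, at the percentiles 0, 0.01 and 100 of 10000 random lists matched on mean expression. Nanog fell by 4.48 (standard error 0.74, adjusted p = 0.00242 from limma), and Tdgf1 fell by 4.21, a call lost without control library 1 or 2, with the median ratio and with quantile normalization. In control library 1 the mean log2 value, scaled by the median ratio, of the inner cell mass list was 6.92 and that of the trophectoderm list 4.20, in control 2 they were 5.48 and 5.94 and in control 3 they were 3.06 and 7.51. In light libraries the inner cell mass list lay between 2.93 and 3.69, a range that includes control library 3, although Nanog was higher in all 3 control libraries than in any light library. A different share of the cell types picked is therefore a candidate explanation for much of the difference in blastocysts, and it is not separated from an effect of light on the lineages. At the 8-cell stage 5 of 11 trophectoderm genes were DEGs, all higher in light (one-sided Fisher's exact test, adjusted p = 0.0254; against matched random lists 0.0907).

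Libraries of a group with adjacent numbers were more alike than others of the group, with a mean excess correlation of 0.0545 over 30 pairs in 9 groups (one-sided permutation test, p = 0.0009). This is consistent with cells of 1 embryo having adjacent numbers, though some adjacent pairs differ in whether they reach 10 CPM of Y-linked reads and the order of processing stays open. From the 4-cell stage on, 160 of 188 pairs within groups lay both at or above or both under 10 CPM of Y-linked reads, which suggests few embryos behind a group. Of 20 control libraries from the 8-cell stage on, 0 reached 10 CPM (exact binomial test for 50%, p = 1.91e-06). A selection of embryos would give the same values.

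Libraries under 10 CPM, which hold up to 10 Y-linked reads (light 8-cell library 8), are called without Y-linked reads below. Whether such control libraries came from female embryos was tested with Xist. Pooled over the 8-cell stage, morulae and blastocysts, the median was 1148 CPM in 30 libraries without and 30.6 CPM in 10 libraries with Y-linked reads (two-sided permutation test, p = 0.0227), but the stages differed. In control morulae Xist lay between 181.9 and 2881 CPM, above the 34.3 CPM of the only morula library with Y-linked reads, consistent with female embryos. In the 4 control 8-cell libraries it was at most 5.64 CPM, while 5 light 8-cell libraries without Y-linked reads had 300.6 to 1209 CPM, which argues against female embryos with an active Xist there. In control blastocysts it was 32.6, 54.7 and 761.3 CPM, against up to 427.9 CPM in libraries with Y-linked reads, and female embryos cannot be told apart from other sources with 1 of 3 above that level.

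For the control 8-cell libraries, embryos without a paternal genome were a further hypothesis. Of 26 imprinted genes listed as expressed from the paternal copy, 14 were tested, and their median log2 difference, light minus control, was 1.99 on the deposited scale and 1.87 with the median ratio, at the percentile 100 of 10000 random lists. There were 6 DEGs higher in light and 0 lower on the deposited scale, and 6 and 1 with the median ratio. Gab1 had means of 0 in control and 36.0 in light and Snrpn 3.48 and 63.3, while Usp29 had 75.9 and 11.7. The criterion set before the test also asked for each control library to lie below each light library, and it was not met: control library 2 had 282.2 CPM on the list and light library 8 had 276.7 CPM. The hypothesis stays open, and a low yield of these genes or a delay in their activation was not tested.

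Sex as the cause of DEGs was tested among libraries without Y-linked reads. With 4 control and 5 light 8-cell libraries 811 genes were called, and 722 of the 1273 DEGs (56.7%) stayed. Draws of as many light libraries of either status gave a median of 700.5 calls (56 draws). This comparison does not hold sex fixed: Xist was at most 5.64 CPM in these control libraries and at least 300.6 CPM in these light libraries. The light libraries of each status were therefore set against the 4 control libraries. With Y-linked reads (n = 3) 442 genes were called, at most 19 in the other splits of these libraries, and without (n = 5) 811 against at most 307. This argues against sex as the whole cause at the 8-cell stage, whichever sex the control embryos had. Both comparisons use the same control libraries, so genes called in both were not counted as evidence, and sex as the cause of part of the DEGs stays open. In morulae, where Xist overlapped between the groups, 118 genes were called, 100 of the 179 DEGs (55.9%) stayed, and the median of 6 draws was 112 calls. This argues against sex as the source of most morula DEGs. In blastocysts 0 control libraries reached 10 CPM, and sex and light cannot be told apart.

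Of the lists not reported above, these were not enriched among DEGs of the 2-cell stage by Fisher's exact test: stress response held 5 of 28 genes (adjusted p = 0.555), base excision repair 5 of 31 (0.663), ubiquitin conjugation 14 of 113 (0.801), oxidative phosphorylation 8 of 85 (1) and Y-linked genes 0 of 5 (1). Other tests differed for 3 of them. The Reactome set for ubiquitination and proteasome degradation in antigen processing held 17 DEGs of 52, 16 of them higher in light (adjusted p = 0.000171, Fisher's exact test). It is named for the proteasome as well, so it does not stand for ubiquitin conjugation alone. Base excision repair was called by fry (0.0146) and by camera with its preset correlation (0.0234), and oxidative phosphorylation by the latter (0.00202), both higher in light. Of the sperm list 1 gene was tested there and was not a DEG. In morulae the cytosolic ribosome held 11 DEGs of 80, all lower in light (adjusted p = 2.48e-07), and p53 targets 3 of 29 (0.0562). In blastocysts 3 of 10 primitive endoderm genes (0.123), 2 of 4 Y-linked genes (0.129) and 0 of 19 trophectoderm genes (1) were DEGs.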
